# Notch1 signaling in *NOTCH1*-mutated mantle cell lymphoma depends on *Delta-Like* ligand 4 and is a potential target for specific antibody therapy

**DOI:** 10.1186/s13046-019-1458-7

**Published:** 2019-11-01

**Authors:** Elisabeth Silkenstedt, Fabian Arenas, Berta Colom-Sanmartí, Sílvia Xargay-Torrent, Morihiro Higashi, Ariadna Giró, Vanina Rodriguez, Patricia Fuentes, Walter E. Aulitzky, Heiko van der Kuip, Sílvia Beà, Maria L. Toribio, Elias Campo, Mònica López-Guerra, Dolors Colomer

**Keywords:** Mantle cell lymphoma, Notch1, Delta-like ligand, Angiogenesis, OMP-52 M51

## Abstract

**Background:**

*NOTCH1* gene mutations in mantle cell lymphoma (MCL) have been described in about 5–10% of cases and are associated with significantly shorter survival rates. The present study aimed to investigate the biological impact of this mutation in MCL and its potential as a therapeutic target.

**Methods:**

Activation of Notch1 signaling upon ligand-stimulation and inhibitory effects of the monoclonal anti-Notch1 antibody OMP-52M51 in *NOTCH1*-mutated and -unmutated MCL cells were assessed by Western Blot and gene expression profiling. Effects of OMP-52M51 treatment on tumor cell migration and tumor angiogenesis were evaluated with chemotaxis and HUVEC tube formation assays. The expression of *Delta-like ligand 4* (DLL4) in MCL lymph nodes was analyzed by immunofluorescence staining and confocal microscopy. A MCL mouse model was used to assess the activity of OMP-52M51 in vivo.

**Results:**

Notch1 expression can be effectively stimulated in *NOTCH1*-mutated Mino cells by DLL4, whereas in the *NOTCH1-*unmutated cell line JeKo-1, less effect was observed upon any ligand-stimulation. DLL4 was expressed by histiocytes in both, *NOTCH1*-mutated and –unmutated MCL lymph nodes. Treatment of *NOTCH1*-mutated MCL cells with the monoclonal anti-Notch1 antibody OMP-52M51 effectively prevented DLL4-dependent activation of Notch1 and suppressed the induction of numerous direct Notch target genes involved in lymphoid biology, lymphomagenesis and disease progression. Importantly, in lymph nodes from primary MCL cases with *NOTCH1/2* mutations, we detected an upregulation of the same gene sets as observed in DLL4-stimulated Mino cells. Furthermore, DLL4 stimulation of *NOTCH1*-mutated Mino cells enhanced tumor cell migration and angiogenesis, which could be abolished by treatment with OMP-52M51. Importantly, the effects observed were specific for *NOTCH1*-mutated cells as they did not occur in the *NOTCH1*-wt cell line JeKo-1. Finally, we confirmed the potential activity of OMP-52M51 to inhibit DLL4-induced Notch1-Signaling in vivo in a xenograft mouse model of MCL.

**Conclusion:**

DLL4 effectively stimulates Notch1 signaling in *NOTCH1*-mutated MCL and is expressed by the microenvironment in MCL lymph nodes. Our results indicate that specific inhibition of the Notch1-ligand-receptor interaction might provide a therapeutic alternative for a subset of MCL patients.

## Background

Although with current standard therapy high initial response rates can be achieved, early relapses and rapid disease progression determine the clinical course of most mantle cell lymphoma (MCL) patients [1]. In the last years, new therapies were approved targeting the proteasome, the PI3K-Akt-mTOR pathway, the B-cell receptor (BCR) signaling pathway and the anti-apoptotic Bcl-2 protein family. Yet, MCL remains an incurable disease [2]. The t (11;14)(q13;q32) translocation leading to Cyclin D1 overexpression is the primary oncogenic event in MCL pathogenesis [3]. Furthermore, constitutive activation of BCR signaling plays an important role in disease development [4]. Additionally, genomic profiling revealed a high number of secondary genetic alterations and recurrent mutations affecting cell cycle, DNA damage response and apoptosis pathways that contribute to pathogenesis and aggressiveness of MCL [3]. Among them, *NOTCH1* gene mutations have been described with a frequency of 5–10% and were shown to be associated with shorter survival rates [5, 6]. Therefore, further investigation of the biological effect of this mutation in MCL and its potential as a therapeutic target is of great interest.

The majority of the previously described *NOTCH1*-mutations in MCL consist of either small frameshift-causing indels or nonsense mutations in exon 34 [6]. These mutations lead to truncation of the C-terminal PEST-domain, thereby removing the recognition site from the ubiquitin ligase degradation complex, resulting in a more stable and transcriptionally active form of Notch1-intracellular domain (NICD). The Notch signaling pathway operates in a context- and tissue-dependent way participating in diverse cellular processes, such as cancer stem cell biology, angiogenesis, cell proliferation and survival [7]. In addition to the well-known Notch target genes *HES1* and *HEY1*, two basic-helix-loop-helix (Bhlh)-class of transcription factors, numerous genes have been identified as directly regulated by activated Notch1 [8]. Some cancer-related target genes of Notch include NF-κB family members, *CYCLIN D1, p21, GATA3, MYC* and *DTX1* [9]. In mammals, Notch signaling is usually activated upon interactions with Delta-like ligands (DLL1, DLL3, DLL4) and Jagged ligands (JAG1, JAG2), resulting in a series of proteolytic cleavage events that finally release NICD from its membrane receptor and lead to its nuclear translocation [7].

Targeting Notch signaling has been studied in various cancer types and particularly using gamma-secretase inhibitors (GSI) in hematological malignancies [6, 10, 11]. However, the clinical applicability of GSI is limited as it can cause severe diarrhea resulting from simultaneous inhibition of Notch1 and Notch2 signaling in gut epithelial stem cells [12, 13]. Thus, alternative strategies for therapeutic targeting of Notch1 are highly warranted. Recently, antibodies that inhibit signaling of both, wild-type and mutated Notch1 receptors have been characterized [14]. OMP-52M51 (brontictuzumab) is a full length IgG2 humanized monoclonal antibody that selectively binds the negative regulatory region of the Notch1 receptor leading to inhibition of Notch1 signaling [15]. A phase I study has been conducted in subjects with solid tumors showing efficacy in cases with Notch1 pathway activation [16] . In this study, we investigated the role of the Notch ligands in activating Notch1 signaling in *NOTCH1*-mutated and - unmutated MCL cell lines and evaluated the effects of OMP-52M51 in these cell lines.

## Methods

### Cell lines and primary MCL cells

MCL cell lines Mino (CRL-3000), JeKo-1 (CRL-3006) and REC-1 (CRL-3004), were obtained from American Type Culture Collection (ATCC). To avoid Mycoplasma contamination, cell lines were routinely tested for Mycoplasma infection by PCR. The identity of all cell lines was verified by using GenePrint® kit (Promega, Madison, WI, USA). MCL cell lines were cultured in RPMI 1640 complemented with 10–20% fetal bovine serum (FBS), 2 mM L-glutamine and 50 μg/mL penicillin/streptomycin (Life Technologies, Carlsbad, CA, USA) and grown in a humidified atmosphere at 37 °C with 5% CO_2_. The murine bone-marrow derived stromal cell line OP9 (CRL-2749; ATCC) overexpressing DLL4 (OP9-DLL4) was generated and grown as described [17, 18]. Primary cells from MCL patients were isolated and cultured as described [19] and conserved within the Hematopathology collection of our institution registered at the Biobank from Hospital Clínic-IDIBAPS (R121004–094). The ethical approval for this project including informed patient consent was granted following guidelines of the Hospital Clínic Ethics Committee.

### Ligand stimulation and cell treatment

Four micrograms per milliliter of the recombinant Notch-receptor-ligands DLL1, DLL4, JAG1 and JAG2 (R&D Systems, Minneapolis, MN, USA) were resuspended in phosphate buffered saline (PBS) and stored in culture plates for 4 h at 4 °C to let them attach to the plates. MCL cells were treated with 25 μg/mL of OMP-52M51 or human IgG2 (both kindly provided by Oncomed Pharmaceuticals, Redwood City, CA, USA) and incubated at 37 °C for 2 h prior to adding them to the ligand-coated plates for stimulation. For coculture experiments, OP9 cells were plated overnight, and then medium was replaced by MCL cells (0.5 × 10^6^ cells/mL) previously treated for 2 h with OMP-52M51. After 24 h of coculture, MCL cells were collected by carefully rinsing the wells without disturbing the stroma monolayer and processed as required.

### Protein analysis

Whole-cell protein extracts were obtained using Triton containing lysis buffer (Tris-HCl pH 7.6 20 mmol/L, NaCl 150 mmol/L, EDTA 1 mmol/L, 1% Triton X-100) supplemented with protease and phosphatase inhibitors (10 μg/mL leupeptin, 10 μg/mL aprotinin, 1 mmol/L phenylmethanesulfonyl fluoride, 5 mmol/L NaF, 2 mmol/L Na_3_VO_4_). Solubilized proteins were quantified by Bradford protein assay and 50 μg of protein was analyzed by Western Blotting. The following primary antibodies were used: cleaved-NOTCH1 (Val1744)(D3B8), MEK1/2, phospho-MEK1/2 (Ser217/221)(41G9) (Cell Signaling, Boston, MA, USA), ERK1 (K-23), phospho-ERK (Thy202/204) (E-4) (Santa Cruz, Dallas, TX, USA), α-tubulin and β-actin (Sigma Aldrich, Saint Louis, MI, USA). Chemiluminescence was detected with ECL substrate (Pierce Biotechnology Waltham, MA, USA) on a mini-LAS4000 Fujifilm device (Fujifilm, Valhalla, NY, USA). Protein expression was densitometrically quantified using the Image Gauge software (Fujifilm).

### Immunohistochemistry and confocal microscopy

Lymph node (LN) biopsies from MCL cases were obtained from the Hematopathology collection of our institution registered at the Biobank from Hospital Clínic-IDIBAPS (R121004–094). Formalin-fixed paraffin-embedded (FFPE) tissue slides (serial 8 μm sections) were dewaxed and tissue antigens were retrieved by boiling for 10–15 min in sodium citrate (10 mM, pH 6.0). Slides were allowed to cool down to room temperature (RT) and then washed in distilled water and PBS. Quenching was carried out using 1% H_2_O_2_ in 100% methanol (40 min, RT) and permeabilization with 0,3% Triton-X-100 (20 min, Sigma-Aldrich) in PBS. Sections were incubated overnight with anti-human DLL4 (H-70) (Santa Cruz) and anti-human CD68 (Dako, Glostrup, Germany). Background staining was determined by incubating with irrelevant antibodies. Unspecific fluorescence was quenched by incubating with avidin/biotin blocking solutions (Vector Lab, Burlingame, CA, USA). For DLL4 detection, tissue slides were incubated with anti-rabbit IgG-HRP antibody (Dako). Signal was amplified using the Cyanine-3 Tyramide Signal Amplification Kit (TSA; NEL 744, Perkin Elmer, Waltham, MA). For CD68 detection, a biotinylated anti-mouse IgG (Vector Lab) was added following incubation with avidin/biotin complex (Elite Vectastain ABC Complex kit, Vector Lab). Signal was developed by adding Alexa-488-conjugated streptavidin. Nuclei were stained with Topro-3 (Invitrogen, Carlsbad, CA, USA) and mounted with Fluoromount-G (Southern Biotech., Birmingham, AL, USA). Images were acquired using a LSM510 laser scan confocal microscope (Zeiss, Oberkochen, Germany) coupled to an Axiovert200 (Zeiss) microscope, using 63x Plan-Neofluar magnification.

### Cell cycle assay

A total of 3 × 10^5^ MCL cells were collected after stimulation with DLL4 and incubated with OMP-52M51 for 48 h. Then cells were fixed in ice-cold 70% ethanol while being gently vortexed, incubated at − 20 °C for 24 h, washed in PBS and resuspended in 500 μL of staining solution containing 20 μg/mL propidium iodide (Invitrogen) and 100 μg/mL RNase A (Thermofisher) in PBS. Cells were incubated during 30 min at 37 °C and analysed using BD LSRFortessa 4 L cytometer (Becton Dickinson, Franklin Lakes, NJ, USA). Cell cycle analysis was performed using FlowJo software (Becton Dickinson).

### Chemotaxis assay

MCL cells were stimulated with DLL4 and incubated with OMP-52M51 for 48 h. Transwell culture polycarbonate inserts (6.5 mm diameter, 8 μm of pore size) (Corning, NY, USA) were transferred to wells containing 600 μL of RPMI supplemented with 0.5% BSA with 200 ng/mL of human recombinant CXCL12 (Peprotech). One hundred microliter of cell suspension (0.5 x 10^6^cells) was then added into the transwell inserts. Input cell count was obtained from adding 100 μL of cell suspension to wells containing 600 μL of 0.5% BSA in RPMI 1640. After 3 h, 100 μL were collected in triplicates from each lower chamber and input well, viable cells were counted on an Attune cytometer (Thermofisher, Waltham, MA, USA) under constant flow rate. Migration is represented as the ratio between migrated cells and total viable input cells.

### Human umbilical vein endothelial cells (HUVEC) tube formation assay

HUVEC, kindly provided by Dr. MC Cid (IDIBAPS), were cultured as described [20]. Supernatants from MCL cells (1 × 10^6^ cells/mL) were collected after 48 h of OMP-52M51 treatment of DLL4-stimulated cells. 24-well plates were coated with 300 μL of Matrigel (Becton Dickinson) before 500 μL of HUVEC (0.5 × 10^5^ cells/mL] and 500 μL of the supernatants were added. After 24 h, number of branch points was quantified as a measure of in vitro angiogenesis as the mean of five randomly chosen fields from each well. Images were taken with a DM IL LED microscope coupled to a DFC295 camera (magnification 100x) with Leica Application Suite v 3.7 software (Leica, Wetzlar, Germany).

### Gene expression profiling

Total RNA was extracted using the TRIzol method (Life technologies) according to manufacturer’s instructions. RNA integrity was examined with the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and only high quality RNA samples were further processed. RNA from MCL cell lines was hybridized to a Gene Chip HT HG-U219 array, according to Affymetrix (Santa Clara, CA, USA) standard protocols. RNA from MCL lymph nodes was hybridized to a Gene Chip Human Genome U133 plus 2.0 arrays, according to Affymetrix standard protocols. Determination of the detection call for each probe set of the array was obtained with GeneChip® Command Console® Software (AGCC) (Affymetrix). Raw data was normalized using the Robust Multichip Analysis (RMA) algorithm of the BioConductor Affy Package. Differential expression data analysis was carried out using the Multiexperiment Viewer Platform (TM4-MEV) [21]. The number of statistically significant up- and down-regulated genes was determined using Rank Products methodology [22] for cell lines, and Volcano plot [23] for MCL lymph nodes, both setting up a false discovery rate (FDR) < 0.2 and an absolute fold change (FC) > 1.75. PANTHER (http://pantherdb.org/) was used to perform gene ontology (GO) pathways analysis [24] to visualize the relationships between the significantly modulated genes of *NOTCH*-mutated MCL lymph nodes and proteins in known pathways of biological processes [25]. Primary microarray data of MCL cell lines and primary MCL lymph nodes are available at the Gene Expression Omnibus (GEO) of the National Center for Biotechnology Information under accession Nos. GSE125349, GSE36000 and GSE46969.

### Gene set enrichment analysis (GSEA)

For GSEA, the desktop application version 2.0 (GSEA, Broad Institute at MIT, Cambridge, MA; http://www.broadinstitute.org/gsea/) was applied using experimentally derived custom genes. The “Custom MCL” gene set was designed by manually grouping gene sets involved in pathways of Notch-activated genes in MCL according to the results described by Ryan et al. [26]. Briefly, we searched molecular signatures (http://software.broadinstitute.org/gsea/msigdb/) corresponding to the pathways described in the GO canonical pathways analysis and GSEA analysis of transcripts increased by Notch in Mino cells (except *MYC*), and the significant genes were grouped into specific pathways (Additional file 1: Table S1). The “NOTCH1 direct targets” gene set was also constructed based on the 79 genes described by Ryan et al. [26]. Similarly, the “NOTCH1 custom” gene set was designed by manually selecting significant Notch1 related genes found in the literature [6, 11, 15, 27–30]. Two-class analysis with 1000 permutations of gene sets and a weighted metric was used for all cases. The resulting gene sets with a false discovery rate (FDR) < 0.05 were considered to be significant, except for the “NOTCH1” gene set, where a FDR < 0.12 was used. GSEA analysis was performed of MCL cell lines stimulated or not with DLL4 and treated or not with OMP-52M51 and of MCL lymph node tissues with or without mutations in a *NOTCH* gene. HeatMaps were created using the Morpheus software (https://software.broadinstitute.org/morpheus/) followed by hierarchical clustering using one minus Pearson correlation of the average of gene expression in order to illustrate the differential expression of those genes significantly modulated by DLL4 stimulation and OMP-52M51 treatment in the MCL cell lines and by *NOTCH* gene mutation in MCL lymph node tissues for the all custom gene sets analysis performed.

### In vivo mouse model

NSG (NOD-scid-gamma) mice were injected intravenously (i.v.) with 10 × 10^6^ Mino cells. MCL cell engraftment was periodically monitored over a 3 months period. After 3 months, mice presented infiltration in several organs. Tumor cells from lymph nodes were collected, cultured in RPMI 1640 + 10% FBS as described above and cryopreserved after several passages. We next confirmed that these Mino cells engraft faster in a secondary transplant (45–60 days). Again, these cells obtained from lymph nodes were collected and cryopreserved. These “fast engrafting” tumor cells were then thawed and expanded to get enough cells for in vivo studies. 225 × 10^6^ Mino cells were then stimulated ex vivo by coculturing them with OP9-DLL4 cells (7.5 × 10^6^ Mino cells/plate 100 × 20 mm^2^ (Corning). After 24 h of incubation, 15 × 10^6^ stimulated Mino cells were injected into the intraperitoneal cavity (IC) of 12 female NSG mice at the age of 10 weeks. Mice were treated intraperitoneally 1 day prior to injection of cells and then every 4 days with 20 mg/kg of OMP-52M51 or control antibody human IgG2 (6 mice/group). After 10 days, mice were sacrificed and a peritoneal lavage (PL) was done by injecting the cavity with 5 mL of cold PBS. Human B-cells were purified by using human CD19 beads. Protein extracts were obtained and expression of cleaved Notch1 was analyzed by Western Blot. Procedures involving animals and their care are conforming to institutional guidelines that comply with national and international laws and policies (EEC Council Directive 86/609, OJ L 358, 12 December, 1987) and were authorized by the local ethical committee.

### Statistical analysis

Data is represented as the mean ± SD of 3 independent experiments. All statistical analyses were done by using GraphPad Prism 6.01 software (GraphPad Software, La Jolla, CA, USA). Volcano plot of *P* values as a function of weighted FC for mRNA was performed by using Multiplot Studio v1.5.20 software (Benooist-Mathis Lab, Harvard Medical School, MA, USA). Comparisons between 2 groups of samples were analyzed with Kruskall-Wallis nonparametric test followed by Mann-Whitney *U* test. Results were considered statistically significant when *P* < 0.05 (*P < 0.05; **P < 0.01; ***P < 0.001).

## Results

### Activation of Notch1 signaling can effectively be achieved by stimulation with DLL4 in *NOTCH1*-mutated MCL cells

A *NOTCH1*-mutation affecting the PEST-domain in exon 34 (p.Q2487*) was described in the established MCL cell line Mino [5, 6]. The effect of this mutation is considered to be ligand-dependent. In contrast, the MCL cell line REC-1 presented an intragenic deletion in exon 28 encoding for a truncated Notch1 protein with increased activity in a ligand-independent fashion [26, 31].

First, we analyzed which Notch ligand was the most effective to stimulate Notch1 signaling in MCL. *NOTCH1*-mutated cell lines Mino and REC-1 and the *NOTCH1*-wt cell line JeKo-1 were stimulated with the recombinant ligands DLL1, DLL4, JAG1 and JAG2 and the Notch activation status in these samples was determined by Western Blot analysis of cleaved Notch1. As shown in Fig. 1a, DLL4 and DLL1 activated the expression of cleaved Notch1 in Mino cells, DLL4 being the most potent ligand. In contrast, these ligands induced only a minor Notch1 activation in unmutated JeKo-1 cells. We confirmed that REC-1 cells overexpressed cleaved Notch1 independently of the ligands. The effect of DLL4 was then confirmed by coculturing of Mino cells with the bone-marrow derived mesenchymal stem cell line OP9 overexpressing DLL4 (OP9-DLL4), which represents a cell culture model better reflecting the situation in vivo, where Notch1 ligands are usually presented by microenvironmental cells [26, 31]. Increased expression of cleaved Notch1 in Mino cells upon coculture with OP9-DLL4 cells was detected by Western Blot (Fig. 1b). In view of the remarkable in vitro effect of DLL4 in *NOTCH1*-mutated MCL, we sought to characterize which cells could express this ligand and trigger Notch activation in vivo. We therefore analyzed the expression of DLL4 in MCL lymph nodes (LN) using immunofluorescence staining and confocal microscopy. We found that DLL4 was widely expressed in the vascular endothelium (data not shown) and, importantly, it was expressed by some histiocytic (CD68+) cells in both *NOTCH1*-mutated and -unmutated cases (Fig. 1c).

**Fig. 1:**
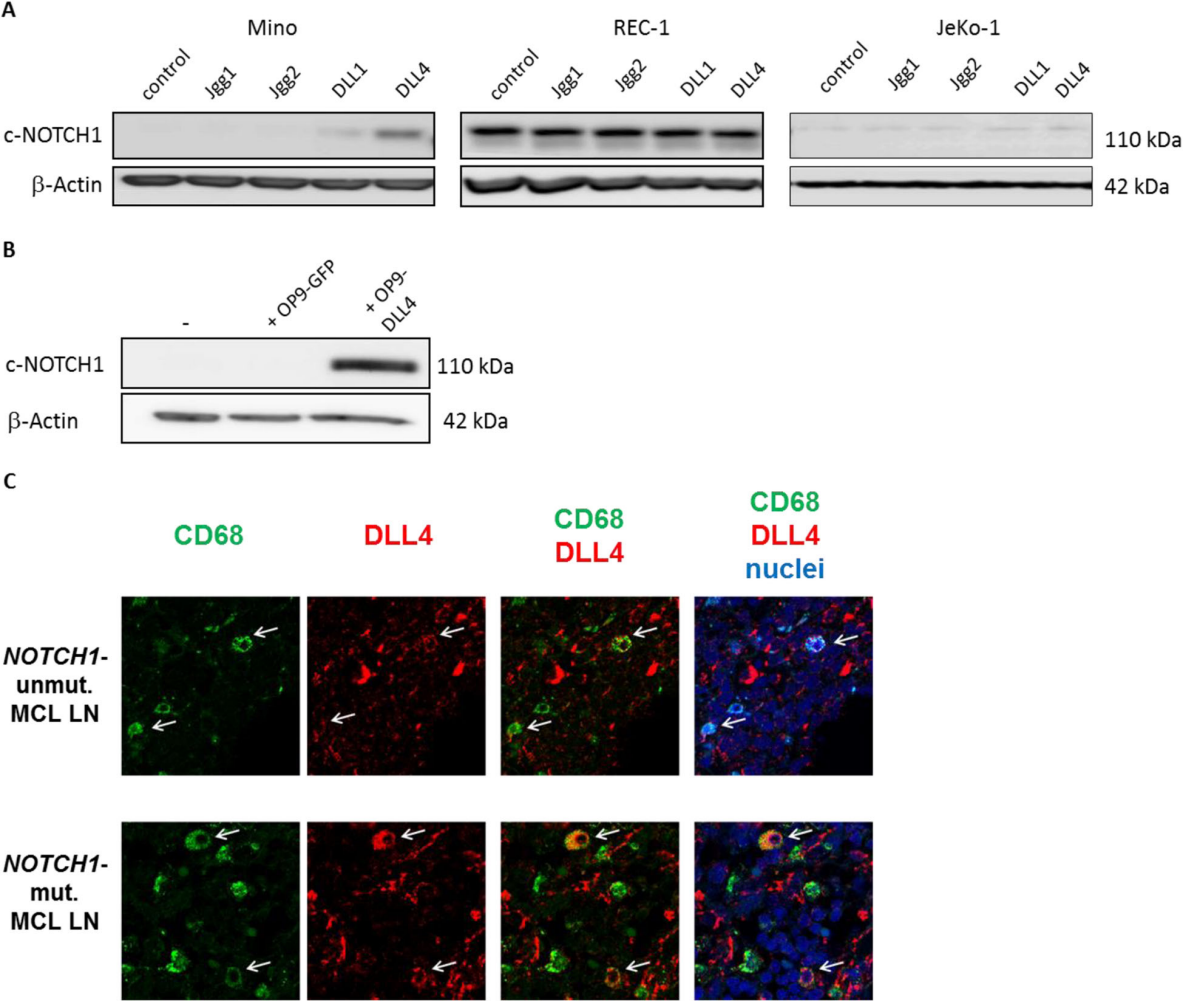
Activation of Notch1 signaling can effectively be achieved by stimulation with DLL4 in *NOTCH1*-mutated MCL cells. **a** Mino, REC-1 and JeKo-1 cells were stimulated with the different soluble ligands JAG1, JAG2, DLL1 and DLL4 (10 μg/mL). Protein expression levels of cleaved Notch1 were determined by Western Blot analysis after 48 h (*n* = 3, one representative experiment is shown). **b** Mino cells were cocultured with mesenchymal stem cells expressing DLL4 (OP9-DLL4) or GFP-transfected control cells for 48 h and protein expression of cleaved Notch1 was analyzed by Western Blot. [(*n*=3, one representative experiment is shown). **c** Double staining of MCL lymph node (LN) with anti-CD68 (marker of histiocytes, green) and anti-DLL4 (red). Nuclei were stained with Topro-3 (blue). Images were acquired using a LSM510 laser scan confocal microscope coupled to an Axiovert 200 microscope, using 63x Plan-Neofluar magnification. Images from a representative case per group are shown

### Treatment of *NOTCH1*-mutated MCL cells with OMP-52M51 effectively prevents DLL4-dependent activation of Notch1

We next investigated the effect of the humanized monoclonal Notch1 antibody OMP-52M51 in *NOTCH1*-mutated (Mino) and unmutated (JeKo-1) MCL cell lines. Since the recognition-binding site of OMP-52M51 in the EGF-like domain is missing in the REC-1 cell line due a deletion in this site [26], this cell line was not suitable for further investigation.

We observed that treatment of DLL4-stimulated Mino cells with OMP-52M51 for 24 and 48 h resulted in inhibition of DLL4-mediated cleaved-Notch1 overexpression. This effect could also be observed in primary cells from a *NOTCH1*-mutated MCL case [MCL#1] carrying the typical 2-bp deletion in exon 34 (c.7541_7542delCT) (Fig. 2a). We confirmed the potential of OMP-52M51 to inhibit DLL-stimulated induction of Notch1 signaling also in the coculture system of Mino cells with OP9-DLL4 (Fig. 2b). Again, no effect was detected in the *NOTCH1*-wt JeKo-1 cell line.

**Fig. 2:**
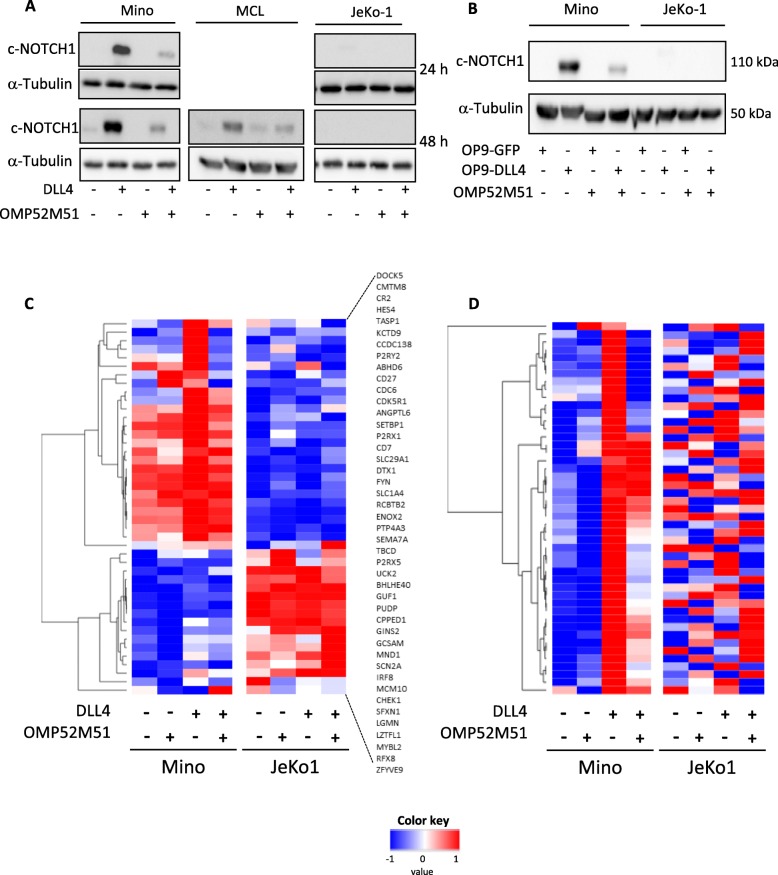
Treatment of *NOTCH1*-mutated MCL cells with OMP-52M51 effectively prevents DLL4-dependent activation of Notch1. **a** Mino and JeKo-1 MCL cells and *NOTCH1*-mutated primary MCL cells (patient sample MCL) were treated with OMP-52M51 or IgG2 control antibody and stimulated with human recombinant DLL4 (4 μg/mL). Protein expression of cleaved Notch1 was determined by Western Blot analysis after 24 and 48 h. **b** Mino and JeKo-1 MCL cells were treated with OMP-52M51 and cocultured with DLL4-overexpressing OP9-stromal cells or GFP-transfected control cells. After 48 h, Western Blot analysis of cleaved Notch1 protein expression was performed. **c** Significantly modulated genes (FDR < 0.123; *p* < 0.005; NES > 1.48) related to the Notch1 signaling pathway (NOTCH custom) upon stimulation of Mino and JeKo-1 cells with DLL4 after 48 h obtained with the Gene Set Enrichment Analysis (GSEA) software. **d** Significantly upregulated genes (FDR < 0.001; *p* < 0.001, NES = 3.00) upon stimulation of Mino and JeKo-1 cells with DLL4 after 48 h obtained with GSEA applying a signature of Notch target genes described in MCL cells (NOTCH direct targets). Heatmaps were hierarchical clustered by one minus Pearson correlation of the average of gene expression

To evaluate the effect of OMP-52M51 on downstream signaling of Notch1, we performed a gene expression profile analysis in JeKo-1 and Mino cells stimulated with DLL4 and treated with OMP-52M51 for 48 h. 

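The experiment asks which transcripts of mantle cell lymphoma cells follow the Notch ligand DLL4, and which of them an antibody against the Notch1 receptor holds back. Mino cells carry a NOTCH1 mutation and JeKo-1 cells do not. Each line was cultured for 48 h as a control, with DLL4 at 4 µg/mL, with the blocking antibody OMP-52M51 at 25 µg/mL, or with both, and 150 ng of RNA went onto each array. The labels do not say whether the control and DLL4 arrays received the IgG2 control antibody of the study's methods, so a comparison with OMP-52M51 is made against either that antibody or none. The receptor transcript NOTCH1 itself was brighter in Mino control cells (log2 signal 7.93) than in JeKo-1 control cells (5.79). Every condition is 1 array, so the values are log2 differences between a pair of arrays, named in the order first minus second. The array with OMP-52M51 minus the control array involves no ligand, and serves to show how far a pair of arrays differs without it.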

Using the GSEA software analyzing a customized *NOTCH1* set of genes (*NOTCH1* custom) [6, 11, 15, 27–30], we detected 44 significantly upregulated leading edge genes (Fig. 2c, Additional file 2: Table S2) upon DLL4-treatment in Mino cells (FDR < 0,123; *p* < 0,005, NES > 1.48). 

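In Mino cells, 43 of the 44 genes were higher with DLL4 than in the control, with a median log2 difference of 0.30. The lipase gene ABHD6 was higher by 1.37 (0.86 with the mean of its probe sets), the complement receptor gene CR2 by 1.21 and IRF8, a transcription factor of B cells and myeloid cells, by 1.11. The Notch effector HES4 (0.90) and CD27 (0.86), a costimulatory receptor, also passed 1.75-fold. The other 39 genes lay within 1.75-fold, and UCK2, a pyrimidine salvage kinase, was level (-0.0015, probe set mean 0.23). The same genes in JeKo-1 cells had a median of -0.016 (0.036 with probe set means), with 21 of 44 above the control, and only CDK5R1, an activator of the kinase CDK5, passed 1.75-fold (0.85). The study picked these genes on the same arrays, so 43 of 44 is not independent evidence. The 44 highest members of random 154-gene sets had a median of 0.19, and 1 of 10000 such draws reached the median of the list.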

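With OMP-52M51 added to DLL4 in Mino cells, 38 of the 44 genes of Table S2 were lower than with DLL4 alone, and the median log2 difference was -0.18. CR2 (-1.18) and HES4 (-1.15) were lower by more than 1.75-fold and lay close to or below their control values. IRF8 (-0.56) came to a log2 signal of 9.81, between its control value of 9.26 and the 10.37 seen with DLL4. GCET2, GUF1, HDHD1, TBCD, UCK2 and ZFYVE9 were not lower, and the farthest of them was HDHD1, a phosphatase gene (0.26). HDHD1 had 0.027 and GCET2 was lower (-0.34) with the mean of probe sets. The median of the 44 genes in JeKo-1 cells was 0.11 in this comparison, and -0.0009 with the mean of each gene's probe sets. The Mino value shares the DLL4 array with the comparison the genes were picked on, and it lies below what random sets picked in that way give (-0.16 to -0.010 in their central 95%). Those sets were less high with DLL4 (median 0.19 against 0.30) and so had less to fall back from. They cannot tell an effect of the antibody from the choice of genes. In arrays that both held the antibody, the DLL4 difference of the list had a median of 0.098, and the median of the changes per gene was -0.24, inside what such random sets give (-0.26 to -0.07).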

As displayed in the Z score heatmap, the significantly modulated genes upon DLL4 stimulation in Mino cells were effectively downregulated by treatment with OMP-52M51 (Fig. 2c).

When we applied a signature of *NOTCH1* target genes described in MCL cells (*NOTCH1* direct targets) [26], a strong upregulation of these genes was detected in Mino cells stimulated with DLL4 (FDR < 0.001; *p* < 0.001, NES = 3.00). 

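All 51 genes listed for Mino in Table S3 were higher with DLL4, with a median log2 difference of 0.47, and 11 of them passed 1.75-fold. PLAC8, a cysteine-rich protein gene of immune cells, differed most, by 5.64 or 49.8-fold, from a log2 signal of 5.20 to 10.84, and the mean of its 5 probe sets differed by 3.71. The secreted nuclease DNASE1L3 (2.79) and the Fc receptor-like gene FCRL3 (2.04) came next, and the SRC family kinase FGR (1.09) also passed 1.75-fold. The antimicrobial peptide gene CAMP (1.03), the chitinase-like CHI3L2 (0.91) and FCRL2 (0.82), an Fc receptor-like gene as well, were also among the 11. FGR (0.62), CHI3L2 (0.63) and FCRL2 (0.80) did not pass with the mean of probe sets. With OMP-52M51 and no ligand, the median of the list was -0.059, just below random lists of equally bright genes. The genes were picked on these arrays, so 51 of 51 is not independent evidence. The 51 highest members of random 79-gene sets had a median of 0.067, and 0 of 10000 draws reached 0.47. Across all 19017 genes, Mino had 27 genes above 1.75-fold with DLL4 and 14 below it, against 16 and 24 with OMP-52M51 alone. The mean of probe sets gave 16 and 4, against 4 and 13.

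**Figure D1:**
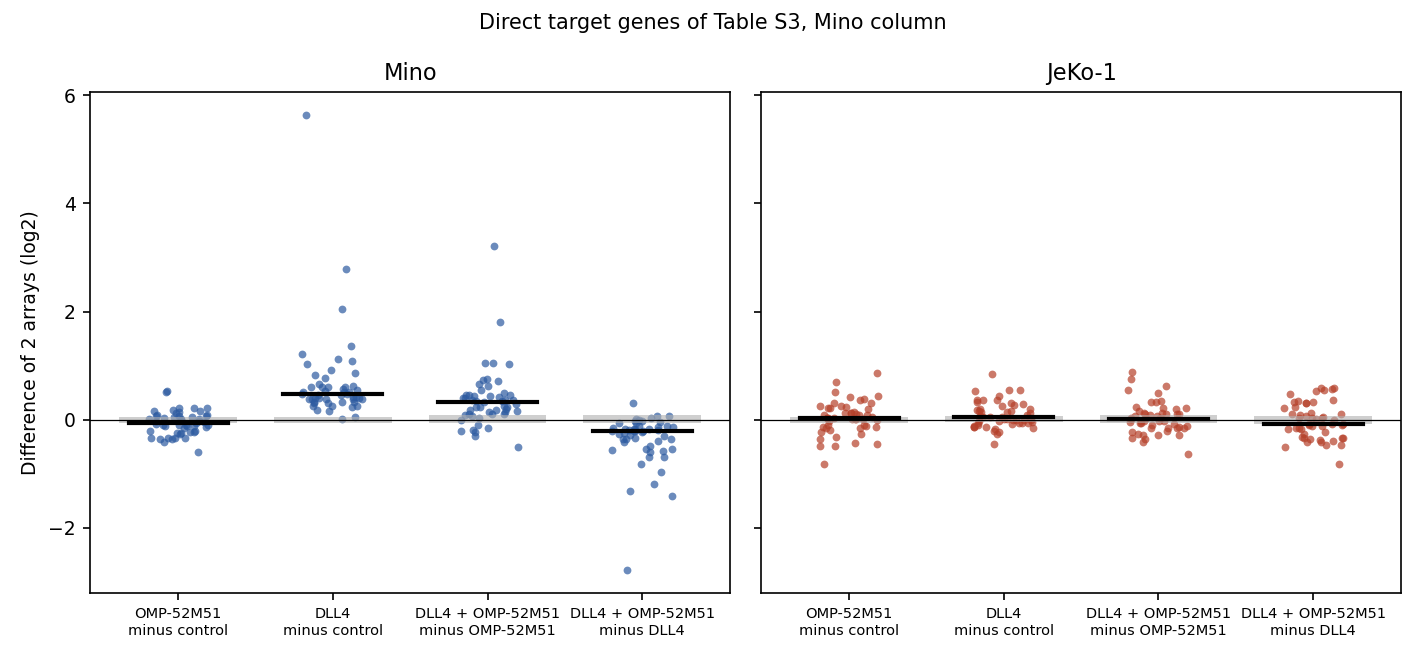
Log2 differences of the Table S3 Mino genes between pairs of arrays in Mino and JeKo-1. Points are genes, the black bar is their median and the grey band is the central 95% of medians of random lists of equally bright genes. Each condition is 1 array.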

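The genes listed for JeKo-1 in Table S3 differed less in that line. Their median log2 difference with DLL4 was 0.28 (0.16 with the mean of probe sets), with 36 of 38 genes above the control, which is not independent evidence because they were picked on these arrays. Only CDK5R1 passed 1.75-fold. The 16 genes listed for both lines had a median of 0.34 in JeKo-1 and 0.54 in Mino. The whole list of 51 Mino genes had a median of 0.052 in JeKo-1, with 28 of them above the control, and 0.087 with the mean of each gene's probe sets. PLAC8 had a log2 signal of 8.91 in the JeKo-1 control and 8.90 with DLL4, so in this line it was bright without ligand. With OMP-52M51 and no ligand, the 38 JeKo-1 genes had a median of 0.22, and the lectin gene CLEC17A (0.83, probe set mean 0.45) and the adhesion adaptor NEDD9 (0.86, probe set mean 0.33) passed 1.75-fold. Measured against the OMP-52M51 array, the DLL4 array had a median of only 0.064 for this list.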

A good correlation was also observed in JeKo-1 stimulated with DLL4 (FDR = 0.025; *p* = 0.025, NES = 1.40) (Additional file 3: Table S3 and Figure S1), confirming again that in *NOTCH1*-unmutated cells the activation of Notch signaling is less potent than in mutated cells. This may be due to the fact that the signaling would not be sustained enough as the wild type Notch1 protein has a rapid turnover [7]. Again, OMP-52M51 was able to revert the expression of these direct Notch-target genes in Mino cells (Fig. 2d).

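In DLL4-stimulated Mino cells, 46 of the 51 genes were lower with OMP-52M51, with a median log2 difference of -0.20. The genes were picked as high on the DLL4 array of this comparison, so the decrease may come from that choice. The lowest were PLAC8 (-2.78), FCRL3 (-1.41) and DNASE1L3 (-1.32). CR2, the membrane recycling effector RAB11FIP4 (-0.96, or -0.43 with the mean of its probe sets) and the salt-inducible kinase SIK1 (-0.81) also passed 1.75-fold. The glycosyltransferase genes B4GALT1 and GALNT6, the ectonucleotidase ENTPD1, the nuclease DNASE2 and HES1 were not lower. The paper reports these genes as strongly higher with DLL4 by gene set enrichment, and as reverted by the antibody in the heatmap of Fig. 2d. Its enrichment analysis with the antibody added also gives the direct target set as modulated. Relative to the control, the list kept a median of 0.27 with both agents, and PLAC8 stood at 8.06. In arrays that both held the antibody, the DLL4 difference had a median of 0.33 with 43 genes above 0, and DNASE1L3, FGR (probe set mean 0.52), GALNT6, HES1 (probe set mean 0.34) and PLAC8 passed 1.75-fold. Genes outside the list that were as high with DLL4 had a median of only 0.043 there. The median change of the DLL4 difference per gene was -0.23 for the list and -0.43 for those other genes. A decrease by the antibody cannot be told apart from the choice of genes. In JeKo-1 cells, the 38 genes listed for that line had a median of -0.13 with the antibody beside DLL4 alone. This value lay below random lists of equally bright genes. It lay inside what random sets picked as high with DLL4 give (-0.15 to 0.017), so it may come from the choice of genes. With the mean of probe sets the median was -0.046, inside random lists.

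**Figure D2:**
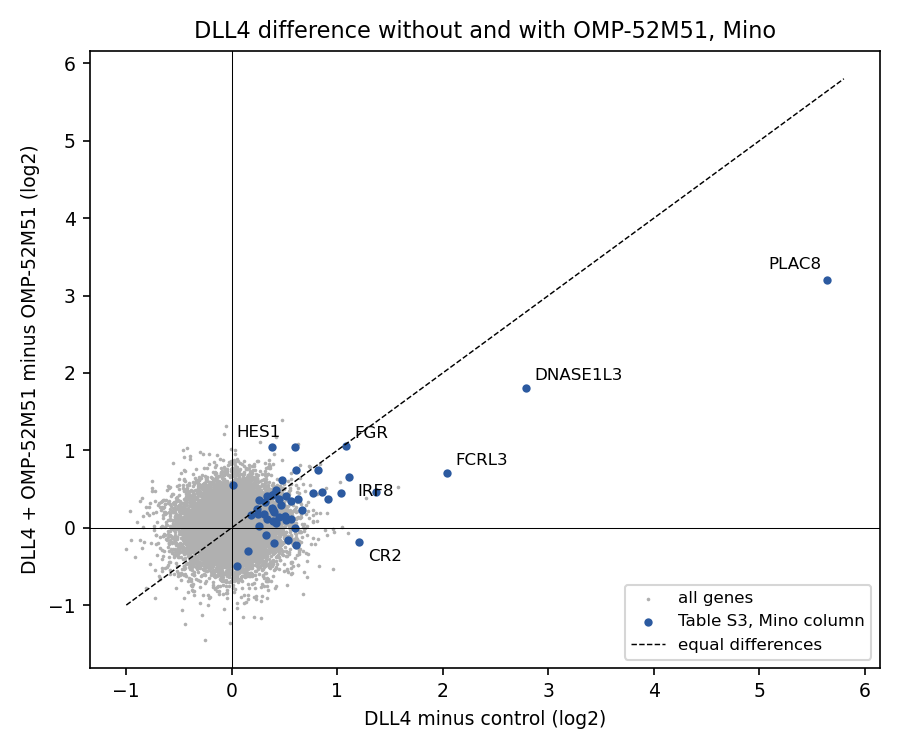
Log2 difference with DLL4 in Mino without the antibody (x) and with OMP-52M51 in both arrays (y). Grey points are all genes, blue points the Table S3 Mino genes. The dashed line marks equal differences.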

### OMP-52M51 significantly impedes DLL4-induced upregulation of genes involved in lymphoid biology, lymphomagenesis and disease progression

Our gene expression results were analyzed by GSEA using a custom gene set (Custom MCL) generated with data obtained from an integrative analysis of Notch-regulated transcripts, genomic binding of Notch transcription complexes and genome conformation data in MCL cell lines [26]. 

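Textbook gene lists for these processes, written without the study's own gene sets, were set against random lists, and 4 of 10 groups lay above them with DLL4 in Mino cells. Defense response had no list of its own and is not among the 10. Genes of the G1/S transition and DNA replication had a median log2 difference of 0.077 with DLL4, 37 of 45 being higher, among them the replication factor CDC45 (0.35) and the thymidine kinase TK1 (0.34). G2/M genes had 0.11, 35 of 42 being higher, with the mitotic transcription factor FOXM1 at 0.45 and the 3 probe sets of the mitotic kinase PLK1 between -0.34 and 0.40. DNA damage and repair genes had 0.081, including the recombination gene RAD54L (0.44), and 40 of 52 were higher. Migration and adhesion genes had 0.049, with S1PR1, a lymphocyte egress receptor, at 0.61 and the chemokine receptors CXCR4 and CXCR5 at 0.33 each. Angiogenesis (0.037), cytokine signaling (0.013), MTOR signaling (0.0051) and leukocyte proliferation (0.010) stayed inside the central 95% of random lists, as did apoptosis (-0.019), MAPK signaling (-0.0011) and interferon response (-0.010), a part of defense response. With only genes at or above the median signal, angiogenesis (0.11) lay above random lists and migration and adhesion (0.039) inside them. Cytokine members went both ways, with the lymphotoxin gene LTB at 0.65 and the receptor subunit IL13RA1 at -0.83 (-0.50 with the mean of its probe sets). The G1/S list (0.06, or 0.11 with the mean of probe sets) and the cytokine list (0.077) lay above random lists in JeKo-1 cells, though cytokine signaling came inside with the mean of probe sets (0.027) and G1/S with random lists not matched on signal. Of 30 textbook lists, 7 lay outside random lists with DLL4 in Mino and 4 with OMP-52M51 alone, and JeKo-1 had 3 and 10, against 1.5 expected by chance.

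**Figure D3:**
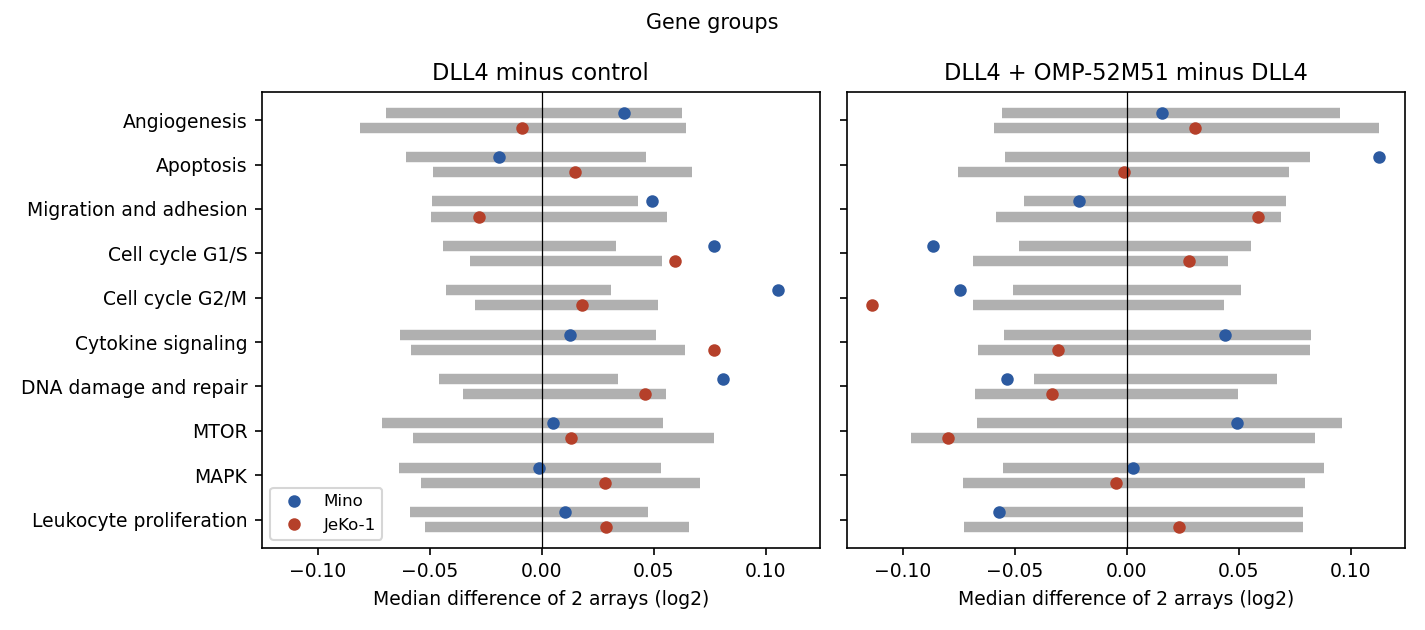
Median log2 difference of 10 textbook gene groups with DLL4 and with OMP-52M51 added to DLL4, in Mino and JeKo-1. Points are medians of genes and grey bars the central 95% of medians of random lists of equally bright genes. Each condition is 1 array.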

We observed that DLL4 upregulated genes related to angiogenesis, apoptosis, migration and adhesion, cell cycle, cytokine signaling, DNA damage and repair, MTOR and MAPK signaling, leukocyte proliferation and defense response (Fig. 3a). 

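With OMP-52M51 added to DLL4 in Mino cells, the G1/S list had a median log2 difference of -0.087 from DLL4 alone and the G2/M list one of -0.0745, with FOXM1 at -0.54 (-0.31 with the mean of its probe sets). DNA damage and repair genes had a median of -0.0535, with the recombination gene XRCC2 at -0.76 (probe set mean -0.38), and leukocyte proliferation genes had -0.057. With the mean of each gene's probe sets, G1/S (-0.061), DNA damage and repair (-0.0574) and leukocyte proliferation (-0.032) lay inside random lists. Migration and adhesion (-0.021), angiogenesis (0.0155), cytokine signaling (0.044), MTOR signaling (0.049) and MAPK signaling (0.0027) stayed inside random lists. Apoptosis genes were higher with both agents than with DLL4 alone, with a median of 0.11 (0.056 and inside random lists with the mean of probe sets). The array with both agents was also above random lists for apoptosis against the control (0.10) and against OMP-52M51 alone (0.12). OMP-52M51 without ligand gave apoptosis genes -0.014, inside random lists, so the higher value belongs to that 1 array. The G2/M list was lower with the antibody in JeKo-1 cells as well (-0.11), where the other lists of these processes stayed inside random lists. The DLL4 array is shared with the comparison of DLL4 and control. Against the control, the arrays with both agents had medians of 0.045 for G1/S and 0.018 for G2/M, inside random lists, and 0.067 and 0.0405, above them, with the mean of probe sets. Against OMP-52M51 alone they had 0.093 and 0.11, above random lists, but that array itself had a G2/M median of -0.061 against the control, below them.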

OMP-52M51 was able to modulate all these gene sets only in the *NOTCH1*-mutated Mino cell line (Additional file 4: Table S4).

**Fig. 3:**
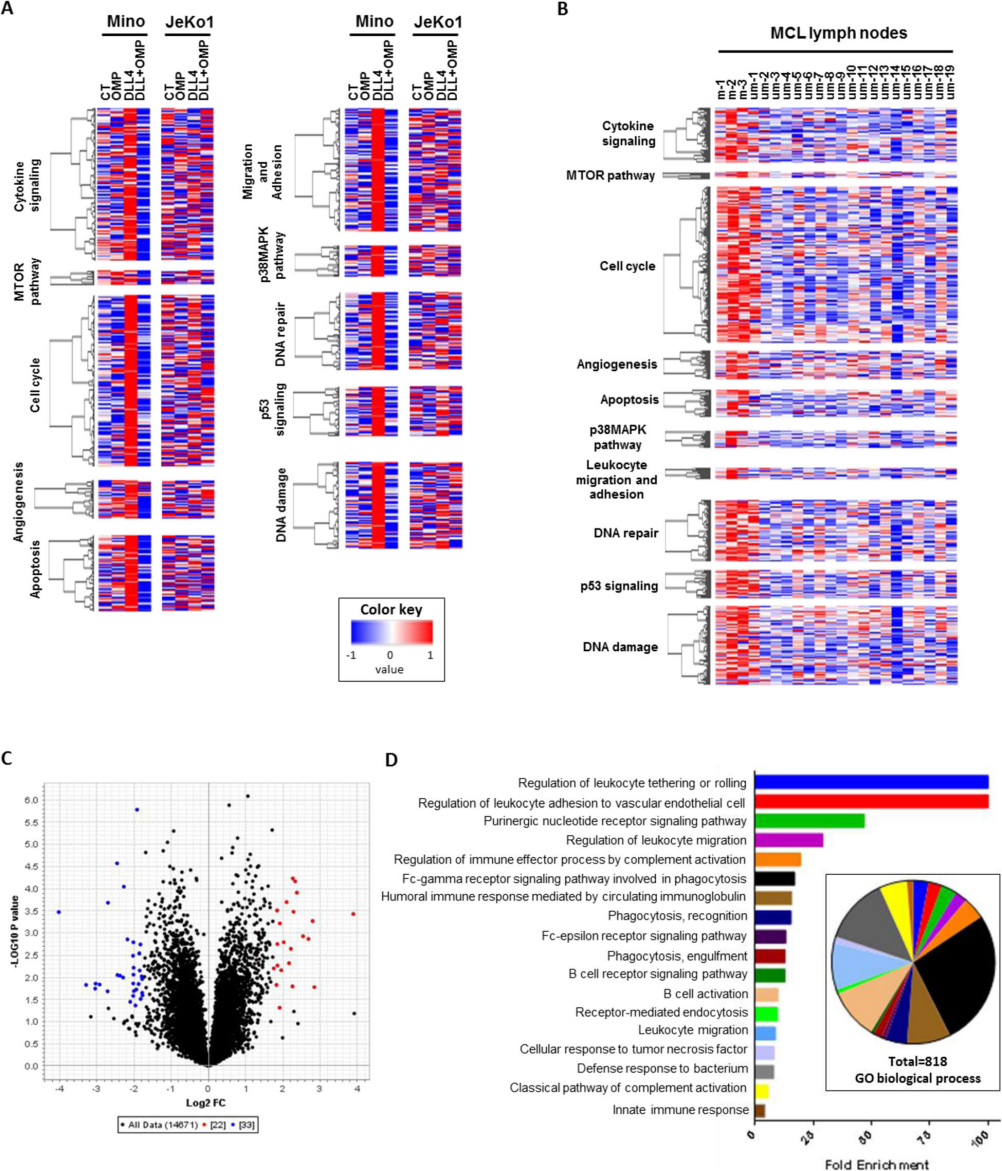
OMP-52M51 significantly impedes DLL4-induced upregulation of numerous genes involved in lymphoid biology, lymphomagenesis and disease progression mimicking the signature of *NOTCH* mutated MCL lymph nodes. Heatmaps displaying the significantly upregulated genes and grouped by pathway signaling obtained after GSEA analysis (Custom MCL set of genes) of (**a**) Mino cells treated with OMP-52M51 after DLL4-stimulation and (**b**) MCL lymph nodes with or without mutation in *NOTCH* genes. **c** Volcano plot filtering of 55 genes differentially expressed in *NOTCH*-mutated MCL lymph nodes. **d** Enrichment of biological processes found by PANTHER gene ontology analysis of the volcano-filtered genes differentially expressed in *NOTCH*-mutated MCL lymph nodes

Next, we analyzed the gene expression profile of lymph nodes from primary MCL cases (*n* = 21), 3 of them harboring *NOTCH1/2* mutations. By using the same GSEA analysis, in lymph nodes from primary MCL cases with *NOTCH1/2* mutations, we detected an upregulation of the same gene sets as observed in DLL4-stimulated Mino cells (Fig. 3b, Additional file 5: Table S5). In these cases, to maintain Notch signaling, a crosstalk between tumor MCL cells and accessory cells, probably histiocytes, is required. In addition, the PANTHER GO analysis of the 55 genes differentially expressed in MCL lymph nodes carrying *NOTCH* gene mutations compared to *NOTCH*-unmutated MCL lymph nodes, filtered by Volcano plot (Fig. 3c, Additional file 6: Table S6), revealed 818 signaling pathways associated with leukocyte biology primarily enriched for biological processes associated with disease progression such as regulation of tethering/rolling, adhesion and migration of leukocytes (Fig. 3d).

Given that most of these gene sets were related to B cell activation, regulation of leukocyte tethering or rolling and leukocyte adhesion and migration, we selected these signatures for further functional validation. As the activation of ERK is an important integration point for B cell activation [32], we analyzed phosphorylation of ERK1/2 and MEK by Western Blot after stimulation of Mino and JeKo-1 cells with DLL4 and treatment with OMP-52M51. As displayed in Fig. 4a, DLL4 stimulation increased phosphorylation of both, MEK and ERK in Mino cells, indicating that aberrant Notch1 signaling stimulates B cell activation in MCL. This effect could be reduced by treatment with OMP-52M51, a process that was not observed in *NOTCH1*-unmutated JeKo-1 cells (Fig. 4a). To corroborate whether the upregulation of genes related with cell cycle is effectively dependent of aberrant expression of *NOTCH1* genes, we analyzed the modulation of cell cycle in *NOTCH1*-mutated Mino cells and *NOTCH1*-unmutated JeKo-1 cells treated or not with DLL4 and/or OMP-52M51. We observed that DLL4-stimulated Mino cells showed a significant increase of cell proportion in G_2_-G_M_ phase that was partially reverted (*p* = 0.057) by incubation with OMP-52M51 for 48 h (Fig. 4b).

**Fig. 4:**
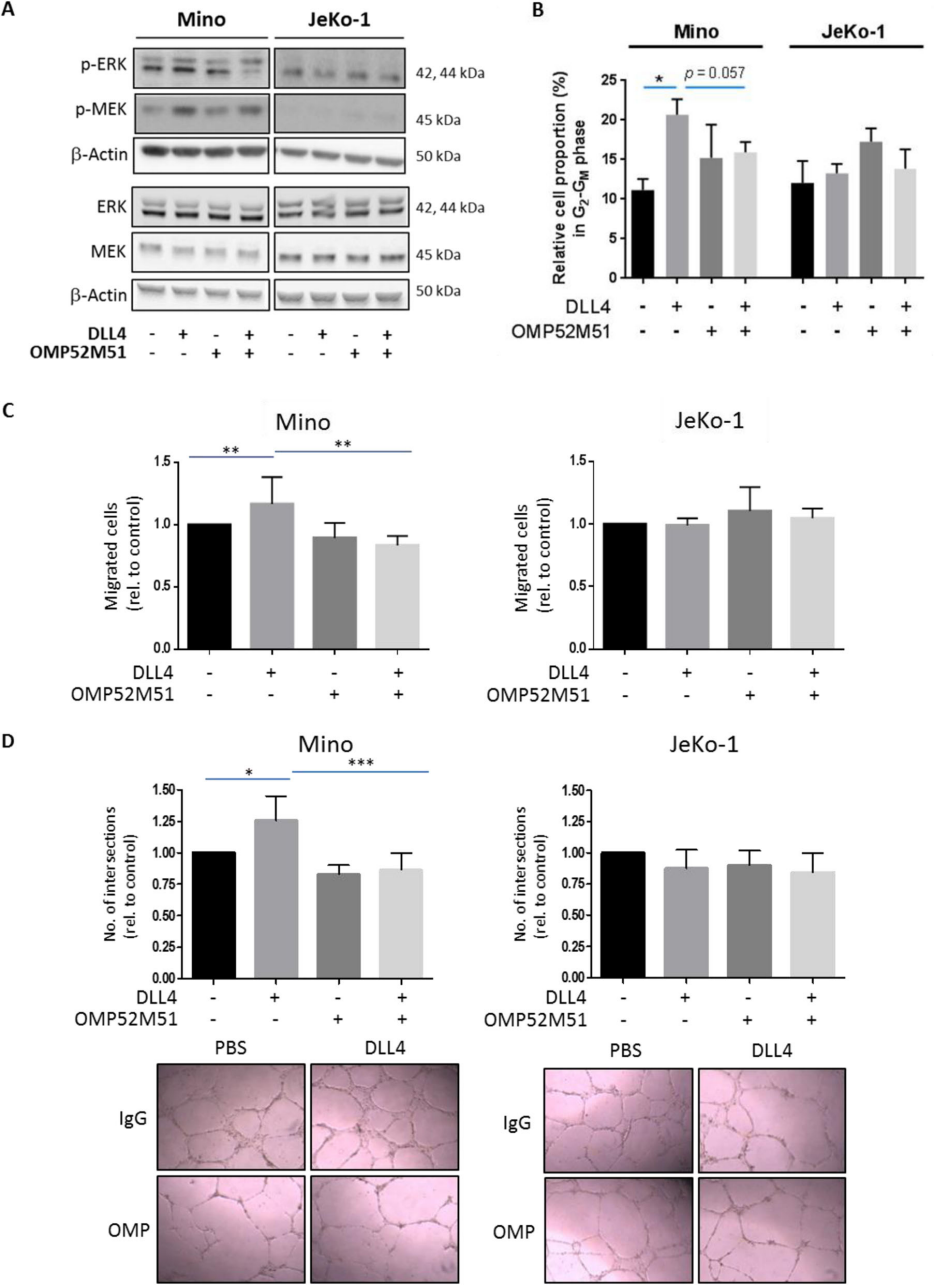
Activating *NOTCH1* mutations promote BCR signaling, proliferation, angiogenesis and enhance tumor cell migration upon DLL4-stimulation that can be abolished by treatment with OMP-52M51. **a** Effect of DLL4-stimulation and treatment with OMP-52M51 on ERK and MEK phosphorylation. Mino and JeKo-1 MCL cells were stimulated with DLL4 (4 μg/mL) and treated with OMP-52M51 or IgG2. After 48 h, protein expression of p-ERK, total ERK1, p-MEK1/2 and total MEK1/2 was assessed by Western Blot [*n* = 3; one representative experiment is shown]. **b** Relative cell proportion in G_2_-G_M_ phase of cell cycle in Mino and JeKo-1 cells stimulated or not with DLL4 and treated with OMP-52M51 or IgG2 for 48 h. Cell cycle phases were measured by flow cytometry using propidium iodide and analysed using FlowJo software (*n* = 4, *p = 0.0286, bars represent the mean ± SD). **c** Mino and JeKo-1 cells were stimulated with DLL4 and treated with OMP-52M51 or IgG2 for 48 h. Migration of cells was assessed in a transwell system with inserts of 8 μm pore size. Migration was defined by counting the cells that migrated to the lower chambers containing medium with the chemoattractant CXCL12 (200 ng/mL) (*n* = 5, **p = 0.0079, bars represent the mean ± SD). **d** Cells were stimulated with DLL4 and treated with OMP-52M51 or IgG2 for 48 h. Supernatants were then harvested and added to HUVEC. After 24 h, the number of branch points was quantified as the mean of five randomly chosen fields from each well. Pictures were taken with a DM IL LED microscope coupled to a DFC295 camera (magnification 100x) (*n *= 5, bars represent the mean ± SD, *p = 0.05; ***p = 0.001). Microscope images from one representative experiment are shown

We next studied the effect of aberrant Notch1 signaling on cell migration by means of chemotaxis assays. As shown in Fig. 4c, DLL4 stimulation of Notch1 significantly increased CXCL12-induced migratory capacity of Mino cells that could be abrogated by treatment with OMP-52M51. In contrast, no effect could be observed in unmutated JeKo-1 cells (Fig. 4c).

The DLL4-Notch1 signaling pathway plays an important role in regulating blood vessel formation during physiological and pathological angiogenesis [33, 34]. Furthermore, data from our gene expression arrays revealed that DLL4 stimulation induces several genes related to angiogenesis. This prompted us to investigate the impact of activating *NOTCH1* mutations on tumor angiogenesis. 

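Of 48 measured angiogenesis genes, 28 were higher with DLL4 in Mino cells. The median log2 difference of 0.037 lay inside random lists, though above them with only genes at or above the median signal. The sphingosine receptor gene S1PR1 differed most, with its 3 probe sets between 0.61 and 0.80. NRARP, a Notch feedback gene that also acts in vessel growth, the growth factor gene PDGFB (0.42) and the ephrin EFNB2 (0.39) were also higher, though the other PDGFB probe sets gave 0.16 and -0.20 and the mean of the EFNB2 probe sets was 0.14. The main angiogenic factor VEGFA was higher by 0.11 (probe set mean 0.30) and its receptor FLT1 by 0.12 (probe set mean 0.068). With the brightest probe set, both lay within the standard deviation of all genes for OMP-52M51 minus control in Mino (0.21). The ephrin EFNA1 stood lower (-0.40, probe set mean -0.22). The angiogenesis list had a median log2 difference of -0.0087 in JeKo-1 cells.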

We therefore used supernatants of Mino and JeKo-1 cells stimulated or not with DLL4 and treated or not with OMP-52M51 in a tube formation assay with HUVEC. Supernatants of DLL4 stimulated *NOTCH1*-mutated Mino cells significantly increased number of branch points as a measure of in vitro angiogenesis compared to those of unstimulated cells. Importantly, the proangiogenic effect of these supernatants could be effectively abolished by treatment of cells with OMP-52M51. Again, no differences were detected in unmutated JeKo-1 cells (Fig. 4d).

### OMP-52 M51 effectively inhibits DLL4 induced activation of Notch1 in an in vivo model

Finally, we aimed to confirm the activity of OMP-52M51 in an in vivo MCL model. As *NOTCH1*-mutated Mino cells are dependent on ligand activation, these cells were stimulated ex vivo with OP9-DLL4 cells to ensure human Notch1 activation. After stimulation of Mino cells for 24 h, cells were injected into the IC of NSG mice and treated every 4 days with 20 mg/kg of OMP-52M51. After 10 days, mice were sacrificed and cells were recollected from the IC (Fig. 5a). Total recovery of the peritoneal cells was evaluated by flow cytometry after staining with huCD45/CD19/antibodies. This short-term treatment with the anti-Notch1 antibody did not affect cell viability or tumor cell counts (data not shown). Protein extracts were obtained and Western Blot analysis confirmed that OMP-52M51 was able to inhibit cleaved Notch1 in vivo (Fig. 5b), although this short-term OMP-52M51 treatment was not enough to cause a significant efficacy in tumor growth.

**Fig. 5:**
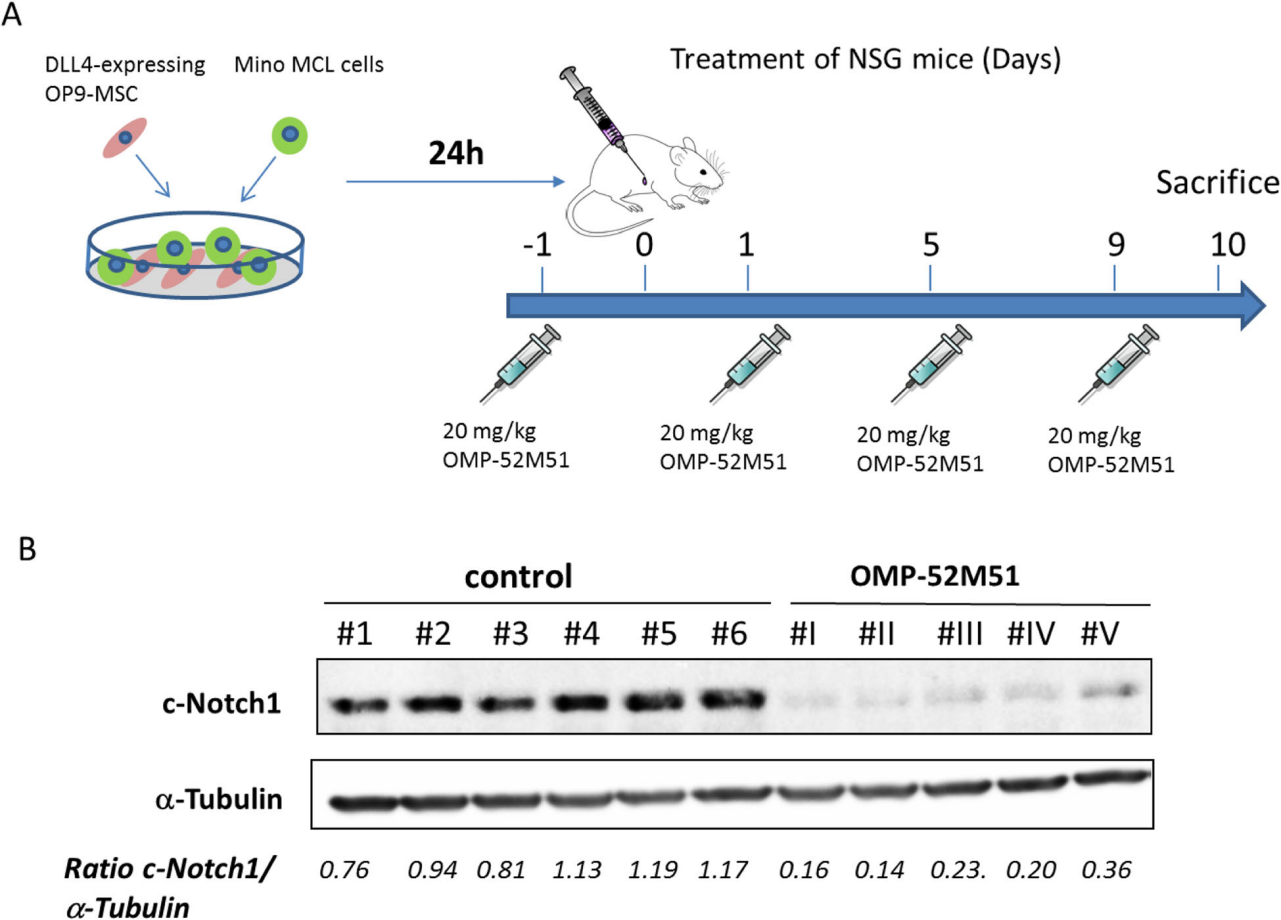
OMP-52M51 effectively inhibits DLL4 induced activation of Notch1 in an in vivo model. **a** Mino cells were stimulated ex vivo by coculturing them with DLL4 expressing stromal cells. After stimulation for 24 h, cells were injected into the intraperitoneal cavity of NSG mice. Mice were treated IP 1 day prior to injection of cells and then every 4 days with 20 mg/kg of OMP-52M51. After 10 days, mice were sacrificed and cells were recollected from the intraperitoneal cavity. **b** Expression of cleaved Notch1 was analyzed by Western Blot

## Discussion

Activating *NOTCH*1 mutations are among the most frequent secondary genetic alterations in MCL detected in 5–10% of cases [5, 6, 35]. Similar to CLL, the majority of *NOTCH1* alterations described in MCL are nonsense truncating mutations and small frame-shift indels located in exon 34 which encodes the PEST domain, resulting in enhanced Notch1 signaling [7, 30]. The clinical significance of this mutation is highlighted by the fact that patients harboring a *NOTCH1*-mutation had significantly shorter overall survival rates [5, 6]. Yet, the molecular impact of *NOTCH1* mutations in MCL is not well understood. Recently, it has been postulated that Notch signaling regulates genes involved in BCR and cytokine signaling as well as the oncogene *MYC*, which sustains proliferation of Notch-dependent MCL cell lines [26]. Targeting Notch signaling has been studied in various cancer types [6, 10, 36], and particularly in hematological malignancies carrying *NOTCH1* mutations [10, 37]. It has been reported that GSI-mediated inhibition of Notch signaling in *NOTCH1*-mutated MCL cells resulted in reduction of cell proliferation and apoptosis induction [6]. However, the clinical applicability of GSI is limited due to severe gastrointestinal toxicities [12, 13]. Thus, alternative strategies for targeting Notch signaling are highly warranted. In this way, we analyzed the effect of a humanized IgG2 monoclonal antibody OMP-52M51 that showed encouraging antitumor efficacy in T-acute lymphoblastic leukemia (ALL) xenograft models [15]. Recently, phenotypic and molecular features of resistance after long-term treatment with OMP-52M51 have been reported, that are highly heterogeneous, suggesting that leukemia cells can adopt several strategies to evade Notch inhibition according to the therapeutic drug used [38].

In Non-Hodgkin lymphomas, only little is known about the dependency of Notch1 signaling activation upon a certain ligand. Candidate cellular sources include other hematopoietic cells; endothelial cells, which are capable of inducing Notch signaling in B lymphoma cells [39] and DLL1/4-expressing fibroblastic cells in secondary lymphoid organs [40]. In this study, we show for the first time that DLL4 is a potent ligand to activate Notch1 signaling in MCL cells harboring a *NOTCH1* mutation in the PEST domain, whereas JAG1 and JAG2 could not sufficiently stimulate Notch1 activity. DLL4 was shown to be constitutively expressed in some lymphoid organs, where it influences regulation of Notch signaling during hematopoiesis [41]. In T-ALL cells, where mutations in *NOTCH1* are frequent and well characterized, DLL4 plays an important role as part of the tumor microenvironment contributing to early steps of T-ALL cell growth [42]. Although immobilized DLL1 was also used to model ligand-dependent Notch1 activation in MCL [26], the effect of DLL1 in MCL cells is lower than of DLL4. Only a minor effect upon any ligand stimulation was observed in *NOTCH1-*wt cells corroborating the fact that *NOTCH1* mutations in the PEST domain lead to a more stabilized protein due to loss of the recognition site from the ubiquitin ligase degradation complex [7]. Furthermore, we provide evidence that DLL4 is expressed in the lymph node MCL compartment, where it could promote Notch activation. In particular, we detected DLL4 to be highly expressed in the vascular endothelium and by some CD68-positive cells, indicating that DLL4 expressed by the LN microenvironment might provide a specific niche for Notch activation.

Furthermore, our results confirm that stimulation of Notch signaling by Delta-like ligands could have a critical role in MCL pathogenesis as we observed upregulation of several direct Notch target genes [26] involved in angiogenesis, apoptosis, migration and adhesion, cell cycle, cytokine signaling, DNA damage and repair, MTOR and MAPK signaling, leukocyte proliferation and defense response of B cell activation, cell cycle progression and oncogenesis both in DLL4-stimulated Mino cells and in lymph nodes from primary MCL cases carrying *NOTCH* mutations. In this way, we detected the induction of transcription factors genes implicated in B-cell differentiation and activation, *PAX5* and *IRF8* [43–46] as well as of *MYBL2*, a transcription factor participating in cell cycle progression [47, 48] and recently described as a direct Notch1 target in B cell lymphomas [26]. 

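In Mino cells with DLL4, IRF8 differed by 2.17-fold, and its 3 probe sets ranged from 1.06 to 1.24 in log2. MYBL2, a transcription factor of proliferating cells, was higher by 0.56 and PAX5, which holds B cell identity, by 0.42, with all 10 PAX5 probe sets above 0. With OMP-52M51 added to DLL4, PAX5 (-0.13, or -0.20 with the mean of its probe sets) and MYBL2 (-0.12) were lower than with DLL4 alone, by less than their differences with the ligand. In JeKo-1 cells MYBL2 was higher with DLL4 by 0.32, PAX5 by 0.27 (probe set mean 0.058) and IRF8, already at 11.52 in the control, by 0.074 (probe set mean -0.0010). The JeKo-1 arrays with OMP-52M51 and no ligand also held more PAX5 (0.31, probe set mean 0.16) and MYBL2 (0.23) than the control.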

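The kinases FYN and FGR and the adaptors NEDD9 and SH2B2 sit in the signaling and adhesion machinery of activated lymphocytes. In Mino cells FGR (1.09, or 0.62 with the mean of its probe sets), NEDD9 (0.57), SH2B2 (0.48) and FYN (0.28) were all higher with DLL4. The 4 NEDD9 probe sets disagreed, and their mean differed by only 0.057 with DLL4. For FYN, 24.0% of equally bright genes lay as far from the control with OMP-52M51 alone. With the antibody added to DLL4, FYN (-0.37) and FGR (-0.38, probe set mean -0.20) were lower and SH2B2 was level (-0.011). NEDD9 was lower with its brightest probe set (-0.24) and higher with the mean of the 4 (0.16). In JeKo-1 cells NEDD9 (0.53, mean of probe sets 0.089) and SH2B2 (0.55) were higher with DLL4 and FGR was lower (-0.45, probe set mean -0.23), and OMP-52M51 without ligand gave SH2B2 0.70.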

We confirmed a possible interaction between Notch and BCR signaling in B cell malignancies [26] as we observed the upregulation of several genes related to B cell activation (*FYN, FGR, NEDD9* and *SH2B2*) and an increase of cell proliferation after DLL4 stimulation in *NOTCH1*-mutated MCL cells. Moreover, the results obtained for *NOTCH* -mutated MCL lymph nodes could be considered a proof-of-concept for those observed in DLL4-stimulated Mino cells, and are in concordance with the poor overall survival [6] and prognosis [5] associated with *NOTCH* mutations in MCL. Our next aim was to analyze the potential effect of the anti-Notch1 antibody OMP-52M51 on blocking the *Delta-like* ligand-induced signal in MCL. Treatment of Mino cells with OMP-52M51 could effectively inhibit DLL4-dependent Notch1-activation and suppress transcriptional expression of several direct Notch target genes described in MCL [26]. These findings are in line with results observed in T-ALL, where OMP-52M51 treatment of T-ALL patient samples harboring mutations in the *NOTCH1-*PEST-domain caused strong inhibitory effects on the expression of Notch-target genes [15]. Furthermore, we confirmed that in our model anti-Notch1 therapy attenuated the expression levels of the four well known Notch-target genes that have been described as a marker of the effect of OMP-52M51 in T-ALL (*CR2, DTX1, HES1* and *HES4*) [15]. Moreover, we elucidated a functional relationship between Notch1 signaling and microenvironment processes related to MCL aggressiveness such as cell proliferation, cell migration and angiogenesis. 

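Direct targets head the genes that were lower with the antibody in DLL4-stimulated Mino cells. Across all genes, 36 were more than 1.75-fold lower with OMP-52M51 and 30 higher (19 and 8 with the mean of probe sets). The array with both agents also had 41 genes lower and 41 higher than the control. Against OMP-52M51 alone it had 45 lower and 53 higher, so such counts are not particular to the comparison with DLL4. PLAC8, FCRL3 and DNASE1L3 were among the 4 lowest, together with IRAK1BP1 (-1.35), a regulator of NF-kB signaling. C1orf38 (-1.23, or -0.58 with the mean of its probe sets), a thymocyte selection gene family member, CR2, and RLF (-1.18, probe set mean -0.71), a zinc finger gene, came next. Among the higher genes were LCP2 (1.11), an adaptor of antigen receptor signaling, and the somatostatin receptor SSTR2 (1.03, probe set mean 0.535). Against the control, the array with both agents gave IRAK1BP1 -1.06, RLF -0.90, LCP2 0.69 and SSTR2 1.11 with the brightest probe set. The differences of these genes therefore do not just undo a difference with DLL4. Of the 27 genes above 1.75-fold with DLL4, 27 had a smaller DLL4 difference when both arrays held the antibody, and their median went from 0.97 to 0.39. Since they were chosen as the highest genes of a single pair of arrays, part of that decrease comes from the choice alone: the 32 such genes of JeKo-1 went from 0.87 to -0.03 in the same way.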

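In DLL4-stimulated Mino cells, DTX1, a ubiquitin ligase gene of the Notch pathway, was lower with OMP-52M51 (log2 difference -0.17), after a difference of 0.18 with DLL4. CR2 went from 5.32 with DLL4 to 4.14 with both agents and HES4 from 5.25 to 4.10. HES1, a transcriptional repressor and Notch effector, was 0.60 higher with DLL4 and stayed level with the antibody (0.0285). The probe set used for HES1 is the brightest of 5, of which 2 were below 0 with DLL4, and the mean of the 5 differed by 0.11 with DLL4 and by -0.054 with the antibody. In JeKo-1, HES4 (-0.12) and CR2 (-0.36) were lower with the antibody, DTX1 was higher by 0.25 and HES1 by 0.47, and the means of probe sets gave -0.032 for CR2 and 0.15 for HES1. CR2 and HES4 are dim in every array, and with no ligand 0% and 0.11% of equally bright Mino genes lay as far from the control as they did with DLL4.

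**Figure D4:**
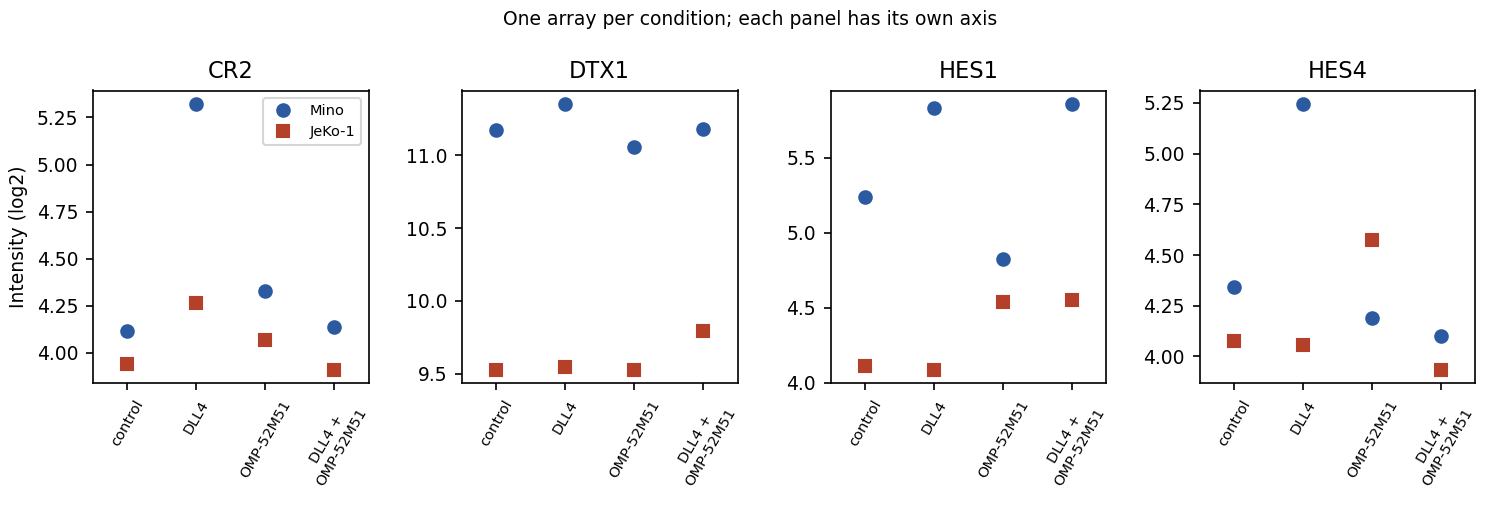
Log2 signal of CR2, DTX1, HES1 and HES4 in control, DLL4, OMP-52M51 and DLL4 plus OMP-52M51 arrays of Mino (circles) and JeKo-1 (squares). Each point is 1 array and each gene has its own axis.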

Notch1 signaling has been shown to play a role in CCL19-driven homing of CLL cells [49] and Notch1 signaling inhibition in multiple myeloma was described to prevent tumor cell migration [50]. Accordingly, we showed that OMP-52M51 reverts the strong induction of gene signatures related to tumor cell migration and adhesion upon Notch1 activation and prevents DLL4-stimulated migratory capacity of MCL cells.

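The textbook list of migration and adhesion genes, which is not the study's own set, differed little with the antibody in Mino cells. With DLL4, 34 of 57 genes were higher than in the control and CCL5 (-0.51) and CCL22 (-0.45), chemokines that draw in T cells, were lower with the brightest probe set, while their other probe sets gave 0.21 and -0.071 for CCL5 and 0.038 for CCL22. With OMP-52M51 added, S1PR1 (-0.20), CXCR5 (-0.20, or -0.094 with the mean of its probe sets) and CXCR4 (-0.18) were lower than with DLL4 alone. In arrays that both held the antibody, the DLL4 difference of the list had a median of 0.079, with CXCR4 at 0.36. JeKo-1 cells gave the list a median of -0.028 with DLL4, and CXCR4 was level (-0.028, probe set mean 0.0039).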

The DLL4-Notch1 axis is known to play an important role in regulating angiogenesis. Previous studies have shown that productive tumor angiogenesis requires cooperation between VEGF-A, which induces proliferation of endothelial ‘tip’ cells and expression of DLL4 in ‘stalk’ cells [51]. In this context, DLL4 inhibits endothelial proliferation and promotes branching morphogenesis, and the balance between proliferation and branching is key to the formation of a functional capillary network. As such, treatment with anti-DLL4 antibodies resulted in disorganized angiogenesis, characterized by endothelial proliferation without formation of functional capillaries [52]. In line with this, we showed that supernatants of *NOTCH1*-mutated MCL cells stimulated with DLL4 increased HUVEC tube formation, whereas OMP-52M51 blocked this proangiogenic effect. We therefore postulate that by promoting pronounced vasculature development, DLL4-stimulated Notch1 signaling might contribute to the clinically observed aggressive behavior of *NOTCH1*-mutated MCL. 

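NRARP encodes an ankyrin repeat protein that Notch switches on and that dampens Notch signaling in turn. In Mino cells NRARP was 1.42-fold higher with DLL4 (log2 6.31 in the control and 6.81 with DLL4), place 235 of 19017 genes and place 24 of the 51 genes listed for Mino in Table S3. The mean of its 2 probe sets, the value of the authors' deposited gene table, gives 0.69 and place 27. With OMP-52M51 added, NRARP was lower (-0.20, probe set mean -0.35). In JeKo-1, from a control value of 7.41, it differed by -0.066 with DLL4 and by 0.13 with the mean of its probe sets.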

Interestingly, *NRARP*, one of the genes with the strongest induction upon Notch1 stimulation in our gene expression array, has been described to be related to Notch signaling [53] and shown to act as a molecular link between Notch and Wnt signaling in endothelial cells to control stability of new vessel connections [54]. In this sense, our results suggest that in MCL, the link between Notch1 and NRARP might promote angiogenesis and needs to be further explored.

Importantly, we showed that even if DLL4 could potentially activate Notch1 signaling irrespective of the mutational status of *NOTCH1*, its functional effects are specific for *NOTCH1*-mutated MCL cells. This might be due to the fact that in *NOTCH1*-unmutated MCL, the weak expression of intracellular cleaved Notch1 upon ligand-activation seems to be very unstable due to rapid proteasomal degradation and might not be potent enough to cause functionally relevant transcriptional effects. 

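The genes that differed most with DLL4 in JeKo-1 cells were others than in Mino. Across all genes, 32 were more than 1.75-fold higher and 46 lower, against 33 and 53 with OMP-52M51 and no ligand (12 and 20, and 11 and 27, with the mean of probe sets). With DLL4, 0 of them passed 1.75-fold in the same direction in Mino. Unrelated lists this short among 19017 genes would seldom share a member either, so the 0 does not set the lines apart. The highest were RAB3IL1 (1.07), a RAB3 exchange factor, and the zinc finger gene ZNF358 (1.06), and the lowest were ZFP30 (-1.27, probe set mean -0.61), a zinc finger gene too, and the cell junction gene CGNL1 (-1.26, probe set mean -0.36). Over all genes, the DLL4 differences of the lines correlated with r -0.0081. Limma with the cell line as block looks for changes that both lines share, so it cannot test a response of Mino alone. For DLL4 it called 0 genes at an adjusted p of 0.05 and 714 at an unadjusted p of 0.05, against 951 by chance. OMP-52M51 added to DLL4 gave 0 and 1371, and OMP-52M51 without ligand gave 0 and 961. The 1371 became 858 without the JeKo-1 DLL4 array and 1865 without the Mino array with both agents, and without the block the 3 counts were 127, 280 and 176.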

This observation is of clinical relevance as a specific Notch1-antibody therapy might be a promising therapeutic alternative for the subgroup of patients with *NOTCH1*-PEST-mutations**.**

## Conclusion

We show for the first time that DLL4 is a potent stimulator of Notch1 signaling in *NOTCH1*-mutated MCL and that expression of this ligand observed in histiocytic cells from MCL lymph nodes might provide a specific niche for Notch activation. We propose a link between Notch1-induced expression of tumor-promoting genes and activation of processes contributing to a more aggressive MCL phenotype. Furthermore, our findings indicate that specific inhibition of the Notch1-ligand-receptor interaction provides an efficient and specific therapeutic alternative for a subset of MCL patients.

## Supplementary information

**Additional file 1: Table S1.** Gene sets included in the “Custom MCL” set of genes.

**Additional file 2: Table S2.** Significantly regulated *NOTCH1* target genes upon DLL4 stimulation using a customized *NOTCH1* set of genes (NOTCH1 custom) [6, 11, 15, 27–30]

**Additional file 3: Table S3.** Significantly regulated direct *NOTCH1* target genes upon DLL4 stimulation using a customized set of genes according to Ryan et al. (NOTCH1 direct targets) [26]. **Figure S1.** GSEA Enrichment plots upon DLL4 stimulation in Mino and JeKo-1 cells using a customized set of genes according to Ryan et al. (NOTCH1 direct targets) [26]

**Additional file 4: Table S4.** Modulated gene sets upon treatment with OMP-52M51 of DLL4-stimulated Mino cells using a customized set of genes (Custom MCL)

**Additional file 5: Table S5.** Modulated gene sets comparing *NOTCH*-mutated and wild type lymph nodes from MCL patients using a customized set of genes (Custom MCL)

**Additional file 6: Table S6.** Significantly modulated genes (FC=1.75) in lymph nodes from *NOTCH*-mutated MCL patients

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request. Primary microarray data are available at the Gene Expression Omnibus (GEO) of the National Center for Biotechnology Information Nos. GSE125349, GSE36000 and GSE46969.

## Abbreviations

ALL: Acute lymphoblastic leukemia
ATCC: American Type Culture Collection
BCR: B-cell receptor
Bhlh: Basic-helix-loop-helix
Ct: Cycle threshold
DLL: Delta like ligands
FBS: Fetal bovine serum
FC: Fold change
FDR: False discovery rate
FFPE: Formalin-fixed paraffin-embedded
GEO: Gene Expression Omnibus
GSEA: Gene Set Enrichment analysis
GSI: Gamma-secretase inhibitors
IC: Intraperitoneal cavity
IgG2: Immunoglobulin G2
JAG: Jagged ligands
LN: Lymph nodes
MCL: Mantle cell lymphoma
NICD: NOTCH1 Intracellular domain
NSG: NOD Scid Gamma
PBS: Phosphate buffered saline
RMA: Robust Multichip Analysis
RT: Room temperature

# Supplementary material for: Notch1 signaling in NOTCH1-mutated mantle cell lymphoma depends on Delta-Like ligand 4 and is a potential target for specific antibody therapy
**Source:** J Exp Clin Cancer Res. 2019 Nov 1;38:446. doi: 10.1186/s13046-019-1458-7
**Supplement:** Supplementary file 2 — Additional file 2: Table S2. Significantly regulated NOTCH1 target genes upon DLL4 stimulation using a customized NOTCH1 set of genes (NOTCH1 custom) [6, 11, 15, 27–30]

**Additional file 2: Table S2.** Significantly regulated *NOTCH1* target genes upon DLL4 stimulation using a customized *NOTCH1* set of genes (NOTCH1 custom)<sup>(6, 11, 15, 27-30)</sup>

| GENE    | DESCRIPTION                                                                           |
|---------|---------------------------------------------------------------------------------------|
| ABHD6   | abhydrolase domain containing 6                                                       |
| ANGPTL6 | angiopoietin-like 6                                                                   |
| BHLHE40 | basic helix-loop-helix family member e40                                              |
| CCDC138 | coiled-coil domain containing 138                                                     |
| CD27    | CD27 molecule                                                                         |
| CD7     | CD7 molecule                                                                          |
| CDC6    | CDC6 cell division cycle 6 homolog ( <i>S. cerevisiae</i> )                           |
| CDK5R1  | cyclin-dependent kinase 5. regulatory subunit 1 (p35)                                 |
| CHEK1   | CHK1 checkpoint homolog ( <i>S. pombe</i> )                                           |
| CMTM8   | CKLF-like MARVEL transmembrane domain containing 8                                    |
| CPPED1  | calcineurin like phosphoesterase domain containing 1                                  |
| CR2     | complement component (3d/Epstein Barr virus) receptor 2                               |
| DOCK5   | dedicator of cytokinesis 5                                                            |
| DTX1    | deltex homolog 1 ( <i>Drosophila</i> )                                                |
| ENOX2   | ecto-NOX disulfide-thiol exchanger 2                                                  |
| FYN     | FYN oncogene related to SRC. FGR. YES                                                 |
| GCET2   | germinal center expressed transcript 2                                                |
| GIN52   | GIN5 complex subunit 2 (Psf2 homolog)                                                 |
| GUF1    | GUF1 GTPase homolog ( <i>S. cerevisiae</i> )                                          |
| HDHD1   | pseudouridine 5'-phosphatase                                                          |
| HES4    | hairy and enhancer of split 4 ( <i>Drosophila</i> )                                   |
| IRF8    | interferon regulatory factor 8                                                        |
| KCTD9   | potassium channel tetramerisation domain containing 9                                 |
| LGMN    | Legumain                                                                              |
| LZTFL1  | leucine zipper transcription factor-like 1                                            |
| MCM10   | MCM10 minichromosome maintenance deficient 10 ( <i>S. cerevisiae</i> )                |
| MND1    | meiotic nuclear divisions 1 homolog ( <i>S. cerevisiae</i> )                          |
| MYBL2   | v-myb myeloblastosis viral oncogene homolog (avian)-like 2                            |
| P2RX1   | purinergic receptor P2X. ligand-gated ion channel. 1                                  |
| P2RX5   | purinergic receptor P2X. ligand-gated ion channel. 5                                  |
| P2RY2   | purinergic receptor P2Y. G-protein coupled. 2                                         |
| PTP4A3  | protein tyrosine phosphatase type IVA. member 3                                       |
| RCBTB2  | regulator of chromosome condensation (RCC1) and BTB (POZ) domain containing protein 2 |
| RFX8    | RFX family member 8. lacking RFX DNA binding domain                                   |
| SCN2A   | sodium voltage-gated channel alpha subunit 2                                          |
| SEMA7A  | semaphorin 7A. GPI membrane anchor (John Milton Hagen blood group)                    |
| SETBP1  | SET binding protein 1                                                                 |
| SFXN1   | sideroflexin 1                                                                        |
| SLC1A4  | solute carrier family 1 (glutamate/neutral amino acid transporter). member 4          |
| SLC29A1 | solute carrier family 29 (nucleoside transporters). member 1                          |
| TASP1   | taspase. threonine aspartase. 1                                                       |
| TBCD    | tubulin-specific chaperone d                                                          |
| UCK2    | uridine-cytidine kinase 2                                                             |
| ZFYVE9  | zinc finger. FYVE domain containing 9                                                 |

# Supplementary material for: Notch1 signaling in NOTCH1-mutated mantle cell lymphoma depends on Delta-Like ligand 4 and is a potential target for specific antibody therapy
**Source:** J Exp Clin Cancer Res. 2019 Nov 1;38:446. doi: 10.1186/s13046-019-1458-7

Additional file 3: Table S3: Significantly regulated direct *NOTCH1* target genes upon DLL4 stimulation using a customized set of genes according to Ryan et al. (NOTCH1 direct targets)²⁶

MINO CELLS		JEKO-1 CELLS	
ABHD6	abhydrolase domain containing 6	ABHD6	abhydrolase domain containing 6
ARAP1	ArfGAP With RhoGAP Domain, Ankyrin Repeat And PH Domain 1	ARHGAP17	Rho GTPase activating protein 17
B4GALT1	UDP-Gal:betaGlcNAc beta 1,4- galactosyltransferase, polypeptide 1	ARID1B	AT rich interactive domain 1B (SWI1-like)
CAMKK1	calcium/calmodulin-dependent protein kinase kinase 1, alpha	BATF	basic leucine zipper transcription factor, ATF-like
CAMP	cathelicidin antimicrobial peptide	BCL2A1	BCL2-related protein A1
CD27	CD27 molecule	CAMP	cathelicidin antimicrobial peptide
CD84	CD84 molecule	CBFA2T3	core-binding factor, runt domain, alpha subunit 2; translocated to, 3
CDK5R1	cyclin-dependent kinase 5, regulatory subunit 1 (p35)	CD300A	CD300a molecule
CHI3L2	chitinase 3-like 2	CDK5R1	cyclin-dependent kinase 5, regulatory subunit 1 (p35)
COQ2	coenzyme Q2 homolog, prenyltransferase (yeast)	CLEC17A	(C-Type Lectin Domain Containing 17A
CR2	complement component (3d/Epstein Barr virus) receptor 2	CNR2	cannabinoid receptor 2 (macrophage)
CXCR5	C-X-C chemokine receptor type 5	CR2	complement component (3d/Epstein Barr virus) receptor 2
DNASE1L3	deoxyribonuclease I-like 3	CXCR5	C-X-C chemokine receptor type 5
DNASE2	deoxyribonuclease II, lysosomal	CYLD	cyldromatosis (turban tumor syndrome)
ENTPD1	ectonucleoside triphosphate diphosphohydrolase 1	DSE	Dermatan-sulfate epimerase
FCRL2	Fc receptor-like 2	DUSP2	dual specificity phosphatase 2
FCRL3	Fc receptor-like 3	FCRL5	Fc receptor-like 5
FGR	Gardner-Rasheed feline sarcoma viral (v-fgr) oncogene homolog	FLNB	filamin B, beta (actin binding protein 278)
GALNT6	UDP-N-acetyl-alpha-D-galactosamine:polypeptide N-acetylgalactosaminyltransferase 6 (GalNAc-T6)	HES1	hairly and enhancer of split 1, (Drosophila)
HES1	hairly and enhancer of split 1, (Drosophila)	IL10RA	interleukin 10 receptor, alpha
HPCAL1	hippocalcin-like 1	IL16	interleukin 16 (lymphocyte chemoattractant factor)
IFNAR2	interferon (alpha, beta and omega) receptor 2	IL21R	interleukin 21 receptor
IL10RA	interleukin 10 receptor, alpha	IQSEC1	IQ motif and Sec7 domain 1
IRF8	interferon regulatory factor 8	IRF8	interferon regulatory factor 8
KAZN	Kazrin	MYBL2	v-myb myeloblastosis viral oncogene homolog (avian)-like 2
KLF13	Kruppel-like factor 13	NEDD9	neural precursor cell expressed, developmentally down-regulated 9
LGMIN	legumain	NEIL2	nei like 2 (E. coli)
LY86	lymphocyte antigen 86	PAX5	paired box gene 5 (B-cell lineage specific activator)
MYBL2	v-myb myeloblastosis viral oncogene homolog (avian)-like 2	PTK2B	PTK2B protein tyrosine kinase 2 beta
NEDD9	neural precursor cell expressed, developmentally down-regulated 9	RAB11FIP4	RAB11 family interacting protein 4 (class II)
NEIL2	nei like 2 (E. coli)	SH2B2	SH2B adaptor protein 2
NRARP	NOTCH Regulated Ankyrin Repeat Protein)	SIK1	Salt Inducible Kinase 1
P2RX5	purinergic receptor P2X, ligand-gated ion channel, 5	SMAD3	SMAD, mothers against DPP homolog 3 (Drosophila)
PAX5	paired box gene 5 (B-cell lineage specific activator)	SPIB	Spi-B transcription factor (Spi-1/PU.1 related)
PLAC8	placenta-specific 8	TET2	Tet Methylcytosine Dioxygenase 2
PRICKLE1	prickle homolog 1 (Drosophila)	TNF	tumor necrosis factor (TNF superfamily, member 2)
PTP4A3	protein tyrosine phosphatase type IVA, member 3	TNFRSF1B	tumor necrosis factor receptor superfamily, member 1B
RAB11FIP4	RAB11 family interacting protein 4 (class II)	UBASH3B	Ubiquitin Associated And SH3 Domain Containing B
RXRA	retinoid X receptor, alpha		
S1PR1	Sphingosine-1-phosphate receptor 1		
SASH3	SAM And SH3 Domain Containing 3		
SEMA7A	semaphorin 7A, GPI membrane anchor (John Milton Hagen blood group)		
SH2B2	SH2B adaptor protein 2		
SH3TC1	SH3 domain and tetratricopeptide repeats 1		
SIK1	Salt Inducible Kinase 1		
SSH2	slingshot homolog 2 (Drosophila)		
ST6GAL1	ST6 beta-galactosamide alpha-2,6-sialyltransferase 1		
SUSD3	sushi domain containing 3		
TBC1D9	TBC1 domain family, member 9 (with GRAM domain)		
TMPRSS3	transmembrane protease, serine 3		
TNFRSF1B	tumor necrosis factor receptor superfamily, member 1B		

Additional file 3. Figure S1: GSEA Enrichment plots upon DLL4 stimulation in Mino and JeKo-1 cells using a customized set of genes according to Ryan et al. (NOTCH1 direct targets)²⁶

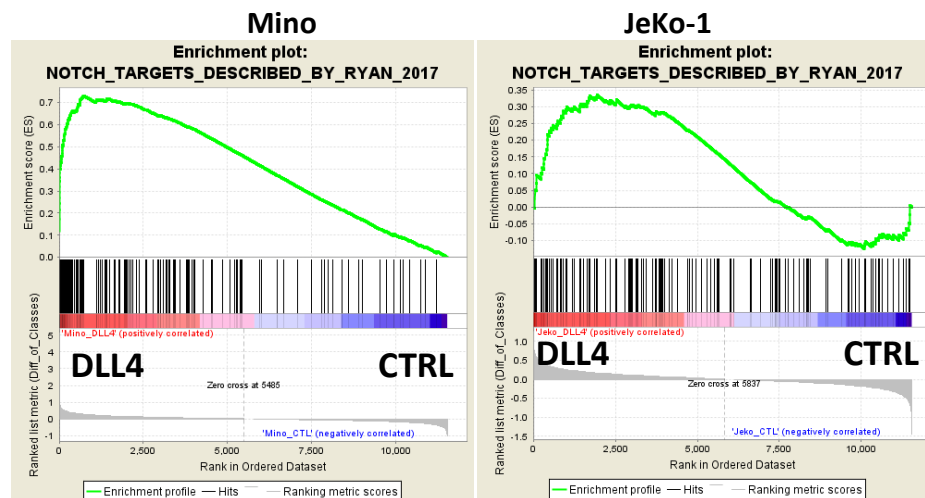

**Supplement:** Supplementary file 3 — Additional file 3: Table S3. Significantly regulated direct NOTCH1 target genes upon DLL4 stimulation using a customized set of genes according to Ryan et al. (NOTCH1 direct targets) [26]. Figure S1. GSEA Enrichment plots upon DLL4 stimulation in Mino and JeKo-1 cells using a customized set of genes according to Ryan et al. (NOTCH1 direct targets) [26]

# Supplementary material for: Notch1 signaling in NOTCH1-mutated mantle cell lymphoma depends on Delta-Like ligand 4 and is a potential target for specific antibody therapy
**Source:** J Exp Clin Cancer Res. 2019 Nov 1;38:446. doi: 10.1186/s13046-019-1458-7
**Supplement:** Supplementary file 4 — Additional file 4: Table S4. Modulated gene sets upon treatment with OMP-52M51 of DLL4-stimulated Mino cells using a customized set of genes (Custom MCL)

Additional file 4: Table S4: Modulated gene sets upon treatment with OMP-52M51 of DLL4-stimulated Mino cells using a customized set of genes (Custom MCL)

Custom gene set name	# Genes in Overlap (k)	# Genes in Gene Set (K)	k/K	p-value	FDR q-value
Cytokine signaling	241	309	0.780	<0.001	<0.001
Migration and Adhesion	176	217	0.811	<0.001	<0.001
Cell Cycle	241	353	0.683	<0.001	<0.001
Apoptosis	92	147	0.626	<0.001	<0.001
DNA repair	120	164	0.732	<0.001	<0.001
NOTCH targets	51	79	0.646	<0.001	<0.001
NOTCH custom	110	154	0.714	<0.001	<0.001
DNA damage	144	175	0.823	<0.001	<0.001
p53 signaling	85	105	0.810	<0.001	<0.001
Leukocyte proliferation	50	92	0.543	<0.001	<0.001
p38MAPK signaling	48	84	0.571	<0.001	<0.001
Angiogenesis	38	54	0.704	<0.001	<0.001
MTOR	11	17	0.647	0.032	0.054

# Supplementary material for: Notch1 signaling in NOTCH1-mutated mantle cell lymphoma depends on Delta-Like ligand 4 and is a potential target for specific antibody therapy
**Source:** J Exp Clin Cancer Res. 2019 Nov 1;38:446. doi: 10.1186/s13046-019-1458-7
**Supplement:** Supplementary file 5 — Additional file 5: Table S5. Modulated gene sets comparing NOTCH-mutated and wild type lymph nodes from MCL patients using a customized set of genes (Custom MCL)

Additional file 5: Table S5: Modulated gene sets comparing *NOTCH*- mutated and- wild type lymph nodes from MCL patients using a customized set of genes (Custom MCL)

Custom gene set name	# Genes in Overlap (k)	# Genes in Gene Set (K)	k/K	p-value	FDR q-value
Cell Cycle	119	353	0.337	<0.001	<0.001
DNA damage	60	175	0.343	<0.001	<0.001
DNA repair	47	164	0.287	<0.001	0.002
NOTCH custom	38	154	0.247	<0.001	0.003
Angiogenesis	22	54	0.407	0.013	0.037
p53 signaling	22	105	0.210	0.006	0.047
NOTCH targets	16	79	0.203	0.014	0.134
Cytokine signaling	42	309	0.136	0.071	0.581
MTOR	6	17	0.353	0.315	0.698
p38MAPK signaling	9	84	0.107	0.314	0.797
Apoptosis	21	147	0.143	0.303	0.802
Leukocyte Migration and Adhesion	13	92	0.141	0.398	0.887

# Supplementary material for: Notch1 signaling in NOTCH1-mutated mantle cell lymphoma depends on Delta-Like ligand 4 and is a potential target for specific antibody therapy
**Source:** J Exp Clin Cancer Res. 2019 Nov 1;38:446. doi: 10.1186/s13046-019-1458-7
**Supplement:** Supplementary file 6 — Additional file 6: Table S6. Significantly modulated genes (FC=1.75) in lymph nodes from NOTCH-mutated MCL patients

Additional file 6: Table S6: Significantly modulated genes (FC=1.75) in lymph nodes from *NOTCH*-mutated MCL patients

	GENE	DESCRIPTION
UPREGULATED	BCAT1	branched chain amino-acid transaminase 1, cytosolic
	BHLHE41	basic helix-loop-helix family, member e41
	CCL18	chemokine (C-C motif) ligand 18
	CHI3L1	chitinase 3-like 1 (cartilage glycoprotein-39)
	CHIT1	chitinase 1 (chitotriosidase)
	CXCL11	chemokine (C-X-C motif) ligand 11
	E2F8	E2F transcription factor 8
	FAM72A	family with sequence similarity 72, member A
	FAM83D	family with sequence similarity 83, member D
	GZMB	granzyme B
	HSD11B1	hydroxysteroid (11-beta) dehydrogenase 1
	KIF14	kinesin family member 14
	KIF23	kinesin family member 23
	MMP12	matrix metalloproteinase 12
	NLGN4X	neuroligin 4, X-linked
	PLAC8	placenta specific 8
	TFEC	transcription factor EC
	TLR8	toll-like receptor 8
	TMPRSS3	transmembrane protease, serine 3
	TRPM4	transient receptor potential cation channel, subfamily M, member 4
DOWNREGULATED	UBE2C	ubiquitin-conjugating enzyme E2C
	UBE2T	ubiquitin conjugating enzyme E2T
	ALOX5	arachidonate 5-lipoxygenase
	IGU3	immunoglobulin lambda joining 3
	C1orf132	chromosome 1 open reading frame 132
	CCL21	chemokine (C-C motif) ligand 21
	CSGALNACT1	chondroitin sulfate N-acetylgalactosaminyltransferase 1
	CXCL12	chemokine (C-X-C motif) ligand 12
	IGLC7	immunoglobulin lambda constant 7
	CYAT1	immunoglobulin lambda light chain-like
	DFNA5	deafness, autosomal dominant 5
	FAM129C	family with sequence similarity 129, member C
	FBLN2	fibulin 2
	GPR34	G protein-coupled receptor 34
	GPR82	G protein-coupled receptor 82
	GUSBP11	glucuronidase, beta pseudogene 11
	IGLC1	immunoglobulin lambda constant 1 (Mcg marker)
	IGLL3P	immunoglobulin lambda-like polypeptide 3, pseudogene
	KLRK1	killer cell lectin-like receptor subfamily K, member 1
	MZB1	marginal zone B and B1 cell-specific protein
	NEB	nebulin
	OSBPL10	oxysterol binding protein-like 10
	P2RX5	purinergic receptor P2X, ligand gated ion channel, 5
	P2RY8	purinergic receptor P2Y, G-protein coupled, 8
	PKHD1L1	polycystic kidney and hepatic disease 1 (autosomal recessive)-like 1
	RGS5	regulator of G-protein signaling 5
	SATB1	SATB homeobox 1
	SH3BP4	SH3-domain binding protein 4
	STAP1	signal transducing adaptor family member 1
	TCL1A	T-cell leukemia/lymphoma 1A
	TNFRSF17	tumor necrosis factor receptor superfamily, member 17
	TNFSF8	tumor necrosis factor (ligand) superfamily, member 8
	ZBTB20	zinc finger and BTB domain containing 20
	ZNF404	zinc finger protein 404
	ZNF804A	zinc finger protein 804A

How the deposited data were processed for this re-analysis (not part of the article)

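The gene expression arrays of the cell lines cover Mino and JeKo-1, each as a control and with DLL4, OMP-52M51 or both, 1 array per condition and 8 arrays in all. The authors deposited log2 signal values, made from Affymetrix HG-U219 array intensities with the RMA method before deposition. The version of the affy package is not stated. The median log2 signal per array ran from 5.24 to 5.33, and the values were used as deposited, with no further normalization. Arrays of 1 line correlated with r 0.994 to 0.996, and arrays of different lines with r 0.949 to 0.952. The array with both agents lay farthest from the other arrays of its line. The mean standard deviation of its differences from them was 0.235 in Mino and 0.261 in JeKo-1.

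Of 49386 probe sets, 47266 name 1 gene, 1457 name several, 579 name none and 84 carry a date number in place of a symbol. Only probe sets with 1 gene name were used, which gives 19017 genes. Where a gene has several probe sets (12301 genes), the one with the highest mean over the 8 arrays stands for it. The alternatives were the mean of the gene's probe sets, only genes at or above the median mean signal (log2 5.74, 9509 genes), and differences centred on the median of all genes. The deposited gene table of the authors was checked against the probe sets: for the 19017 shared genes it holds the probe set mean, so it gives the values of that alternative.

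With 1 array per condition, the study's Rank Products analysis and its false discovery rate could not be repeated within a line. A comparison is the log2 difference between a pair of arrays of 1 line, and genes were counted at the study's 1.75-fold threshold. For a gene list, the median difference is set against 10000 random lists of equally bright genes, drawn from 20 bins of mean signal, and a list is called outside them beyond their central 95%. The array with OMP-52M51 minus the control shows what a pair of arrays differs by without ligand. The planned test across arrays takes the lines as replicates: limma 3.58.1 in R 4.3.3 with the cell line as block, 3 residual degrees of freedom and Benjamini-Hochberg adjusted p values at 0.05. It asks for changes that both lines show and cannot test a change in 1 line.

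Genes named in the text are those the paper names, the 10 highest and 10 lowest genes past 1.75-fold in Mino with DLL4 and with OMP-52M51 added to DLL4, the 5 highest and 5 lowest in JeKo-1 with DLL4, and the 4 members of each list farthest from 0 in Mino with DLL4. Any other gene named was chosen after its values were seen. XIST and Y-linked genes were left out. Tables S2 and S3 of the study served as lists. The study's own pathway gene sets (Table S1) were not available, so lists for its pathways, other pathways, and markers of other cell types were written from textbook knowledge before the data were examined. In all, 39 lists were used, and 6 list members were matched by another symbol.

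The procedure was tested on simulated data with 50 changed genes per step. It found 100% of genes with a log2 change of 2.0, 86.0% at 1.0 and 6.0% at 0.5, and 0.08% of unchanged genes. On the same simulated arrays limma called 100%, 76.0% and 2.0%, and none of the unchanged genes. The simulated changes were the same in both lines, so these limma shares do not apply to a change in 1 line. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.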

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

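In this part, the tests of whether the highest members of any set of that size reach the DLL4 median (Mino and JeKo-1) were set before their random draws were seen, though the observed medians were known, and all other tests of an explanation were chosen after the result was seen.

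The 51 direct targets listed for Mino had a median log2 difference of 0.47 with DLL4, and 0.33 with DLL4 when both arrays held OMP-52M51. Choice of the genes on the control and DLL4 arrays alone is argued against by the value of 0.33, which shares no array with such a choice. The paper does not state whether other arrays entered the choice, which this value could not exclude. Its reference, the array with OMP-52M51 alone, was itself low for the list (-0.059 against the control, just below random lists). Both agents minus control, which shares the control array, gave 0.27. The highest members of random sets of that size reached the median of 0.47 in 0 of 10000 draws. Fall-back of genes chosen as high on the DLL4 array stays open as the source of the lower value with the antibody: the median of the changes per gene was -0.23 for the list and -0.43 (-0.55 to -0.36) for other genes as high with DLL4, so a block in part by the antibody cannot be told apart from it. A response of these genes to DLL4 that lasts with the antibody present is a hypothesis found and tested on the same arrays, and variation between single cultures stays open, since no condition has a second array.

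The 38 direct targets listed for JeKo-1 had a median of 0.28 with DLL4 and 0.22 with OMP-52M51 and no ligand. The highest members of random sets of that size had 0.13 with DLL4 and reached 0.28 in 0 of 10000 draws. With the brightest probe set, this argues against the choice of genes alone. With the mean of probe sets the median of the list was lower, and no random sets were drawn for that setting, so it stays open there. A DLL4 response of the genes chosen in Mino stays open, because that list had a median of 0.052 in JeKo-1, inside random lists, and 0.087 with the mean of probe sets, outside them. A low control array may give such values, since DLL4 minus OMP-52M51 had a median of 0.064 against 0.073 for random sets, but it would leave the array with both agents above the control too, and there the median was 0.0825, inside random lists, and -0.14 minus OMP-52M51, below them. Since responses to DLL4 and to the antibody that add up would also leave that array high, and it is 1 array, a low control cannot be told apart from such responses.

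The cell cycle lists were higher with DLL4 in Mino, with medians of 0.077 for G1/S and 0.11 for G2/M. The lists lay above equally bright genes: 0 of 10000 random lists matched on mean signal reached the G1/S median. That is the comparison by which the lists stood out, so it is no separate test of a shift of all genes as bright as these. A full block of the DLL4 difference by the antibody cannot be told apart from none: with the antibody in both arrays the medians were 0.093 (G1/S) and 0.11 (G2/M), above random lists, while both agents minus control gave 0.045 and 0.018, inside them, or 0.067 and 0.0405, above them, with the mean of probe sets. The median change of the DLL4 difference per gene was -0.032 for G1/S and 0.0069 for G2/M, both inside random lists. Differences between arrays without ligand may be as large, since OMP-52M51 minus control gave -0.035 for G1/S and -0.061 for G2/M in Mino, where that array is the reference for the 0.093 and 0.11, and 0.08 and -0.083 in JeKo-1. A growth response to DLL4 in Mino was not tested apart from these on the arrays. By flow cytometry, the paper reports a significant increase of Mino cells in the G2/M phase with DLL4, partially reverted by the antibody.

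Other results stood out by fixed rules. In Mino with DLL4, C1orf38 (1.57) and TAF15 (1.27), genes the paper does not discuss, lay above the largest difference of any gene without ligand (1.15), while with the mean of probe sets they had 0.70, within 1.75-fold, and 1.17. TAF15 was also higher with OMP-52M51 and no ligand (0.58), and both agents minus OMP-52M51 gave it 0.39. MYC targets, a list outside the paper's text, had a median of 0.155 in JeKo-1 with both agents minus control, above the 0.090 without ligand. The other results differ in direction between the lines, a difference that was not tested. With OMP-52M51 added to DLL4, Table S2 had a median of -0.18 in Mino and 0.11 in JeKo-1 (-0.0009 with the mean of probe sets). MYC targets had -0.083 in Mino and 0.055 in JeKo-1 for both agents minus OMP-52M51 (-0.070 and 0.046, inside random lists, with the mean of probe sets). Cholesterol synthesis genes had 0.098 in Mino (-0.0021 with the mean of probe sets) and -0.16 in JeKo-1 for OMP-52M51 minus control. Histone genes had -0.12 in Mino and 0.20 in JeKo-1 for both agents minus DLL4, and -0.11 and 0.20 for both agents minus control, and either Mino value came inside random lists with the mean of probe sets (-0.062 for both agents minus DLL4).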

How the results depend on the processing

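The settings compared were all chosen before the data were examined, and no test in this part was chosen after the result was seen. Of 1930 list medians recomputed under another setting, 1746 kept their side of the random lists, 74 moved outside random lists, 99 moved inside and 11 that lay outside in either setting changed sign. These totals count the mean of probe sets and the deposited gene table separately, though their values are equal. Centring shifts a list and its random lists alike, and all 390 medians kept their side under it. Of 1968 values of named genes, 1914 kept their side of 1.75-fold, 50 no longer passed it, 3 newly did and 1 that passed it in either setting changed sign. Values within 1.75-fold, or medians inside random lists, are not counted as changed whatever their sign: with the mean of probe sets the sign differed for 137 of 984 values of named genes and 80 of 390 list medians. All 24 limma results stayed at 0 genes, and leaving out each array in turn gave 0 to 0, while the genes at an unadjusted p of 0.05 for OMP-52M51 added to DLL4 ran from 858 to 1865. The correlation of the lines and the comparison with the antibody were kept in 2 of 2. Centring on the median of all genes kept every count within 1.5 times.

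Counts of genes past 1.75-fold depend on the setting in 59 of 80 cases. Among the 59, the mean of probe sets and the deposited gene table, equal in value, are counted separately with 20 each. With the mean of a gene's probe sets, which equals the values of the deposited gene table, Mino had 16 genes up and 4 down for DLL4 minus control, 4 and 13 for OMP-52M51 minus control, 8 and 19 for both agents minus DLL4, 18 and 12 for both minus control, and 22 and 14 for both minus OMP-52M51. JeKo-1 had 12 and 20, 11 and 27, 32 and 19, 30 and 19, and 39 and 23 in the same order. Fewer genes passed than with the brightest probe set in each of these counts, and the cause was not tested.

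With only genes at or above the median signal, Mino had 17 and 5, 4 and 3, 9 and 20, 18 and 24, and 19 and 30, and JeKo-1 had 15 and 8, 15 and 18, 21 and 22, 14 and 27, and 25 and 21. This setting holds 9509 of the 19017 genes. In Mino, 46.3% of genes past 1.75-fold with DLL4 and 82.5% of those with OMP-52M51 alone lay below the median signal, and in JeKo-1 70.5% and 61.6%, where an even spread over all genes gives 50.0%.

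With the mean of probe sets, and equally with the deposited gene table, 27 list medians moved outside random lists, 33 moved inside and 4 changed sign. Only the 4, and those of lists that stand for a statement of the paper, in DLL4 minus control or OMP-52M51 added to DLL4, are given here. For OMP-52M51 added to DLL4 in Mino, the 3 transcription factors the paper names (PAX5, IRF8, MYBL2) came to -0.20, now outside. The B cell activation genes came to -0.11, G1/S to -0.061, DNA damage and repair to -0.057, apoptosis to 0.056 and leukocyte proliferation to -0.032, all now inside, and MHC class II changed sign to 0.086. In JeKo-1, for the same comparison, Table S2 changed sign to -0.0009, and the JeKo-1 list of Table S3 came to -0.046, now inside. For DLL4 minus control in JeKo-1, the Mino list of Table S3 came to 0.087, now outside, and the transcription factors (0.0575) and cytokine signaling (0.027) came inside. For OMP-52M51 minus control, migration and adhesion in JeKo-1 changed sign to 0.016 and cholesterol synthesis in Mino to -0.0021. The gene ABTB1 in Mino with DLL4 changed sign from -0.85 to 0.12 (mean of probe sets). The cause was not tested.

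With only genes at or above the median signal, 17 list medians moved outside, 11 inside and 3 changed sign, and the same choice of them is given. Canonical Notch targets in Mino with DLL4 changed sign from 0.0999 to -0.039. For OMP-52M51 minus control in Mino, the Table S6 genes changed sign to -0.093, and for both agents minus OMP-52M51 in JeKo-1, NF-kB targets changed sign to -0.063. In Mino with DLL4, angiogenesis came to 0.11, now outside, and migration and adhesion to 0.039, now inside. Leukocyte proliferation for OMP-52M51 added to DLL4 came to -0.045, inside. The setting leaves fewer genes in each list, and beyond that the cause was not tested.

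With random lists not matched on mean signal, the medians are the same and only the limits differ, so that 3 moved outside and 22 inside. Of the lists that stand for a statement of the paper, in the same 2 comparisons, the Mino list of Table S3 in JeKo-1 for OMP-52M51 added to DLL4 (-0.071) came outside, while G1/S in JeKo-1 with DLL4 (0.0595) and leukocyte proliferation in Mino for OMP-52M51 added to DLL4 (-0.057) came inside.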

Differences from the paper's values

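The comparisons with statements of the paper were chosen after the values were seen, as were the tallies, while the settings named were chosen before the data were examined. No count of the paper that was also made here differed by more than 1.5 times. The paper counts 44 genes of Table S2 as induced in Mino, and 43 were higher with DLL4 here (44 with the mean of probe sets, with the deposited gene table and with centred differences). It lists 51 direct targets for Mino as regulated by DLL4 and describes the direct targets as reverted by the antibody. Of the 51, 46 were lower with OMP-52M51 added (43 with the mean of probe sets), in a comparison that shares the DLL4 array they were chosen on. With only genes at or above the median signal, which leaves out part of the lists, the counts were 36 and 41. The paper chose these genes by gene set enrichment statistics, while the counts here take any difference above or below 0.

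The paper calls NRARP one of the genes most induced by DLL4. Over the whole list of direct targets in Mino, NRARP stood at place 24 of 51 and at place 235 of 19017 genes, and it was higher with DLL4 by 0.51. With the mean of its probe sets, as in the deposited gene table, it stood at place 11 of 51 and place 27 of all genes (0.69), and among genes at or above the median signal at place 95 of 9509.

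The paper names 4 marker genes as lower with the antibody. In Mino, 3 of 4 were lower than with DLL4 alone: CR2 (-1.18), DTX1 (-0.17) and HES4 (-1.15). HES1 was level (0.0285), and with the mean of its probe sets, as in the deposited gene table, HES1 was lower (-0.054).

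The paper names pathway groups as induced by DLL4 and lists them in a table that was not available, so the comparison uses textbook lists. Of the 10 lists for these groups in Mino, 8 had a median above 0 with DLL4 and 4 lay above random lists: G1/S, G2/M, DNA damage and repair, and migration and adhesion. Apoptosis (-0.019) and MAPK signaling (-0.0011) had medians below 0. Defense response had no list of its own and is not among the 10. Interferon response, a part of it, also had a median below 0 and lay inside random lists. Angiogenesis, inside random lists at 0.037, lay above them with only genes at or above the median signal (0.11), and migration and adhesion came inside under that setting (0.039).

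The paper states that the antibody modulates all of these groups, and in Mino alone, from gene set enrichment with its own larger sets. With OMP-52M51 added to DLL4 in Mino, G1/S, G2/M, DNA damage and repair, and leukocyte proliferation lay below random lists and apoptosis above them, 5 of 10, while the other 5 lay inside. Defense response, which had no list of its own, is not among these 10. With the mean of probe sets, as in the deposited gene table, G1/S (-0.061), DNA damage and repair (-0.0574), leukocyte proliferation (-0.032) and apoptosis (0.056) lay inside as well. In JeKo-1, 1 of 10 lay outside, G2/M (-0.11).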

Other observations

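The limma tests within a line, at the end of this part, and the lists and genes singled out here were chosen after the result was seen.

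Beyond the groups the paper discusses, B cell genes in Mino did not move as 1 block with DLL4. B cell identity genes had a median log2 difference of 0.05, 18 of 32 being higher, with the adhesion receptor CD22 at 0.80, while the antigen presentation genes of MHC class II had a median of -0.10, with HLA-DRB1 at -0.27, HLA-DPB1 at -0.20 (-0.10 with the mean of its probe sets) and HLA-DMB at -0.17. B cell receptor signaling genes were level with DLL4 (7e-04) and had 0.0905 when both arrays held OMP-52M51. Plasma cell genes had -0.033 (-0.0935 with the mean of probe sets). Canonical Notch targets had 0.0999, with 13 of 23 higher, 0.044 with the mean of probe sets and -0.039 with only genes at or above the median signal. The Notch pathway components had -0.069, inside random lists, with the coactivator MAML2 at -0.68 (probe set mean -0.37) and the receptor NOTCH2 at -0.30 (probe set mean -0.14). The short background list of Notch targets that the paper's introduction names had -0.024. The oncogene MYC (-0.15) and the cyclin gene CCND1 (0.03) stayed close to their high control values, and p53 targets had -0.024, with CDKN1A at -0.22.

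NF-kB targets in Mino had -0.04 with DLL4, but 0.11 with OMP-52M51 alone and 0.11 with OMP-52M51 added to DLL4, and in JeKo-1 0.13 for the antibody added to DLL4. Unfolded protein response genes had 0.028 in Mino with DLL4 and, in JeKo-1, 0.10 with OMP-52M51 alone and 0.14 with the antibody added to DLL4. Glycolysis and hypoxia genes had -0.0054 in Mino with DLL4, -0.07 with the antibody added to it, and 0.095 in JeKo-1 with OMP-52M51 alone. Cholesterol synthesis genes had -0.058 in Mino with DLL4, and in JeKo-1 -0.17 with the antibody added to DLL4. With DLL4 in Mino, MYC targets had -0.016 and histone genes 0.0093. These groups lay outside random lists in arrays without ligand or in the other line as well, which limits what the position of a list says about DLL4. The JeKo-1 values came inside random lists with the mean of probe sets for NF-kB targets (0.06) and the unfolded protein response (0.057) with the antibody added to DLL4, and for glycolysis and hypoxia with OMP-52M51 alone (0.048).

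Lists that serve as a background lay inside random lists with DLL4 in Mino: cytosolic ribosome -0.0029, housekeeping genes -0.002, T cell markers -0.038, NK cell markers -0.0088, myeloid markers -0.0075, and stromal and endothelial markers 0.0345. Genes of Table S6 that the study found higher in NOTCH-mutated lymph nodes had 0.018 in Mino with DLL4, with PLAC8 as its highest member and the chitinase CHIT1 at -0.42.

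Among single genes in Mino with DLL4, the lysosomal protease CTSZ was higher (1.10), while the lowest were LRRC17 (-0.999), MS4A10 (-0.96) and C18orf2 (-0.96). CTSZ was also higher with OMP-52M51 alone (0.39), and both agents minus OMP-52M51 gave it -0.064. LRRC17 (-0.84) and MS4A10 (-0.86) were also lower with OMP-52M51 alone. MS4A10 (-0.53, and -0.43 with OMP-52M51 alone) and C18orf2 (-0.39) lay within 1.75-fold with the mean of probe sets.

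A response within a line was also tested with limma under the assumption that DLL4 and OMP-52M51 add up without interacting, which leaves 2 residual degrees of freedom and runs against a block of the ligand by the antibody. At an adjusted p of 0.05 it called 0 genes for DLL4 in Mino (948 at an unadjusted p of 0.05, 951 by chance), 0 in JeKo-1 (1170) and 0 for the difference between the lines (995). For OMP-52M51 it called 0 genes in Mino (895) and 0 in JeKo-1 (1338). The mean of probe sets gave 0 genes in each of these as well.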
